# *O*-GlcNAcylation of NONO regulates paraspeckle component assembly and contributes to colon cancer cell proliferation

**DOI:** 10.1038/s41420-025-02405-z

**Published:** 2025-05-13

**Authors:** Yeolhoe Kim, Kyung-Tae Lee, Han Byeol Kim, Hyeryeon Jung, Jeong Yeon Ko, Tae Hyun Kweon, Hari Chandana Yadavalli, Junghwa Seo, Suena Ji, Yun Ju Kim, Donghyuk Shin, Seong Wook Yang, Myeong Min Lee, Jin Won Cho, Eugene C. Yi, Jin-Wu Nam, Won Ho Yang

**Keywords:** Glycobiology, Glycosylation, Cancer metabolism

## Abstract

Non-POU domain-containing octamer-binding protein (NONO) is a multifunctional member of the Drosophila behavior/human splicing (DBHS) protein family with DNA- and RNA-binding activity. NONO is highly expressed in various types of cancer, and excessive *O*-GlcNAcylation has also been implicated in tumorigenesis. Although recent studies revealed that NONO is *O*-GlcNAcylated and that this modification is involved in DNA damage repair, it remains unknown whether *O*-GlcNAcylation of NONO regulates cancer cell proliferation. Additionally, little is known about the effect of *O*-GlcNAcylation on other biological properties of NONO. In this study, we identify Thr440 as the primary NONO *O*-GlcNAcylation site and demonstrates its crucial role in the assembly of paraspeckles, an important subnuclear compartment that facilitates NONO-dependent transcriptional regulation in mammalian cells. Moreover, we found that *O*-GlcNAcylation of NONO is required to maintain the expression of genes related to microtubule cytoskeleton organization involved in mitosis and to suppress the expression of genes related to cellular response to type I interferon. Regarding the regulation of these genes, depletion of NONO *O*-GlcNAcylation at Thr440 significantly inhibited the proliferation of colon cancer cells. Collectively, our findings highlight NONO *O*-GlcNAcylation as a key regulator modulating paraspeckle formation and as a candidate therapeutic target in colon cancer.

## Introduction

The *Drosophila* behavior/human splicing (DBHS) protein family includes splicing factor proline/glutamine-rich (SFPQ), paraspeckle protein component 1 (PSPC1), and non-POU domain-containing octamer-binding protein (NONO), which are versatile nucleoplasmic proteins known for their multifaceted roles in gene regulation. The core region of these proteins shares the highly conserved DBHS domain, which includes two tandem RNA recognition motifs and a NONA/paraspeckle domain that facilitates dimerization or oligomerization of DBHS protein monomers [1]. The DBHS proteins are splicing factors, transcription enhancers/repressors, and DNA repair factors/co-factors that orchestrate various aspects of gene regulation [2]. Along with the *NEAT1_2* long non-coding RNA and more than 40 other proteins, all three DBHS family members localize to a subnuclear mammalian cell compartment known as the paraspeckle [3–5]. The precise function of paraspeckles is still under active investigation, but it is widely accepted that paraspeckles play a pivotal role in gene expression. Paraspeckles retain and sequester nuclear proteins and microRNAs and modulate diverse cellular processes including differentiation, innate immunity, and tumorigenesis [2]. While all three DBHS members are integral core components of paraspeckles, NONO is one of eight proteins that are indispensable for paraspeckle formation [5]. The precise mechanism by which NONO is targeted to the paraspeckle core remains a subject of ongoing investigation.

Reversible post-translational modification of proteins is an important mechanism for regulating gene expression and many other cellular processes. In eukaryotic cells, one such reversible protein modification involves *O*-linked attachment of *N*-acetylglucosamine (GlcNAc) moieties to serine or threonine residues of nuclear, cytoplasmic, and mitochondrial proteins in a process known as *O*-GlcNAcylation which is catalyzed by *O*-GlcNAc transferase (OGT) and removed by *O*-GlcNAcase (OGA). This modification depends on the availability of the donor substrate uridine diphosphate GlcNAc (UDP-GlcNAc), an end-product of the hexosamine biosynthetic pathway (HBP), that in turn depends on metabolic pathways for glucose, amino acids, fatty acids, and nucleotides [6]. Furthermore, because the pathway requires glucose-derived substrates, *O*-GlcNAcylation is highly sensitive to nutrient availability. Recent studies have associated increased protein *O*-GlcNAcylation with tumorigenesis [7–11]. However, the relationships between protein *O*-GlcNAcylation, tumorigenesis, and paraspeckle formation remain unknown.

It has been reported that NONO is dysregulated in various cancer types. For example, NONO has been implicated in breast cancer progression through its ability to promote pre-mRNA splicing of cell proliferation-related genes [12]. NONO also promotes the formation of an oncogenic splice variant of *BIN1*, which enhances hepatocellular carcinogenesis [13]. Although it has been recently reported that NONO is *O*-GlcNAcylated and that this modification plays an important role in DNA damage repair [14], the primary *O*-GlcNAcylation site and the effect of *O*-GlcNAcylation on NONO function in cancer remain elusive.

In this study, we identified threonine 440 (Thr440) as a functionally important *O*-GlcNAcylation site on NONO that is crucial for its interaction with paraspeckle components *NEAT1_2*, SFPQ, and PSPC1. Furthermore, *O*-GlcNAcylation of NONO at Thr440 is required to maintain the expression of genes related to GO categories microtubule cytoskeleton organization involved in mitosis and suppression of cellular response to type I interferon. Notably, colorectal cancer cells expressing NONO T440A, which lacks the Thr440 *O*-GlcNAcylation site, grow less well than cells expressing wild-type NONO. These results suggest that inhibition of *O*-GlcNAcylation of NONO at Thr440 would be a novel therapeutic strategy against the development, growth, and/or progression of colon cancer.

## Results

### The number of NONO-containing paraspeckle-like structures is regulated by cellular *O*-GlcNAcylation status

Previous studies in liver cells show that the abundance of NONO in nuclear speckle-like structures depends on nutrient abundance [15]. Therefore, we investigated the dynamic subnuclear localization of NONO in response to cellular *O*-GlcNAcylation status, which also depends on glucose availability. For this purpose, C57BL/6J mice were subject to 12-hour fasting or 12-hour fasting plus intraperitoneal injection of the OGA inhibitor Thiamet-G, while a non-fasting control group of mice was given *ad libitum* access to regular chow. We harvested liver samples and prepared tissue sections, which were immunostained to visualize the subnuclear distribution of NONO protein. The results show notably fewer NONO-containing paraspeckle-like structures in mice subject to 12-hour fasting than in control non-fasted mice as previously reported (Fig. S1) [15]. Intriguingly, this reduction was not observed when Thiamet-G was administered to 12-h fasted mice (Fig. S1).

To explore whether cellular *O*-GlcNAcylation status influences the incorporation of NONO into paraspeckle-like structures, we used a cell culture model for easier manipulation of nutrient and *O*-GlcNAcylation levels. As a previous study reported that NONO interacts with OGT in HCT116 human colorectal carcinoma cells [8], further experiments were conducted using this cell line. HCT116 cells were cultured in DMEM media containing high glucose (25 mM), low glucose (5.5 mM), or low glucose with overexpression of OGT. Consistent with results obtained in the liver tissues of C57BL/6J mice, the number of NONO-containing paraspeckle-like structures was lower in cells grown under low glucose conditions (Fig. 1A). Remarkably, this downregulation was mitigated in HCT116 cells overexpressing OGT (Fig. 1A). This inhibition of paraspeckle-like structure formation was confirmed by siRNA knockdown of OGT in HCT116 cells (Fig. 1C), human breast adenocarcinoma MCF7 cells, and human non-small cell lung cancer A549 cells (Fig. S2A, C). Importantly, we also demonstrated that the total amount of NONO protein in these cells were similar under all conditions tested (Fig. 1B, D, Fig. S1B, and Fig. S2B, D, E–H). In addition, nuclear/cytosolic fractionation reveals that subcellular localization of NONO was not affected by *O*-GlcNAc modulation (Fig. 1E, F). Together, these results suggest that the formation of NONO-containing paraspeckle-like structure depends specifically on the status of cellular *O*-GlcNAcylation.

**Fig. 1:**
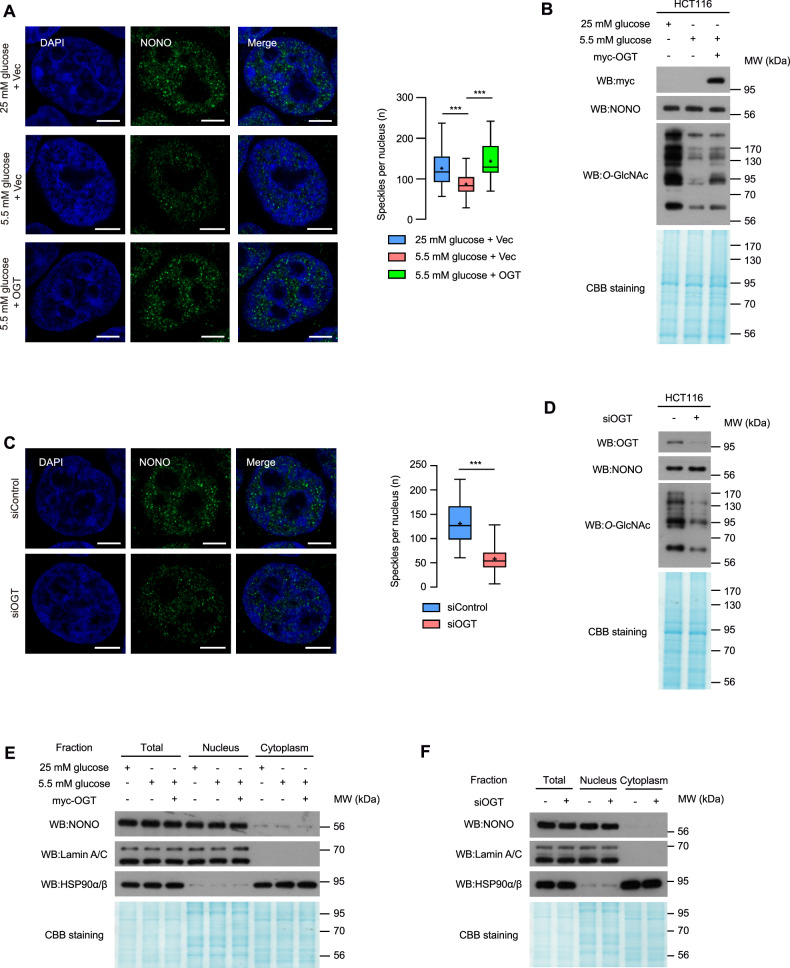
The number of NONO-containing paraspeckle-like structures decreases by lowering cellular *O*-GlcNAcylation. **A** NONO immunostaining on colon cancer cell HCT116 in 25 mM glucose, 5.5 mM glucose, or 5.5 mM glucose transfected with myc-tagged OGT conditions. **B** Cellular *O*-GlcNAcylation status was detected via western blot. **C** NONO immunostaining on colon cancer cell HCT116 in siControl, or siOGT conditions. **D** Cellular *O*-GlcNAcylation status was detected via western blot. **E**, **F** Nuclear and cytoplasmic fractions were analyzed by western blot with relevant antibodies. Lamin A/C and HSP90α/β were used as nuclear and cytoplasmic markers, respectively. Results in (**A**), (**C**) are represented as boxes and whiskers: 10-90 percentile range, “+” sign represents mean, n > 50 nuclei from 3 different biologically independent replicates. ***P < 0.001 (**A**; one-way ANOVA with Tukey’s multiple comparisons test, **C**; Unpaired two-tailed *t*-test). Scale bar represents 5 μm.

### NONO is *O*-GlcNAcylated at Thr440

Previous studies have demonstrated that NONO is *O*-GlcNAcylated [14] and our findings, as presented above, show that the incorporation of NONO into paraspeckle-like structures is influenced by cellular *O*-GlcNAcylation status. These results suggest that *O*-GlcNAcylation of NONO may directly influence the formation of NONO-containing paraspeckle-like structures. Therefore, we sought to identify the major *O*-GlcNAcylation site on NONO protein. Initially, we confirmed NONO *O*-GlcNAcylation in HCT116 cells. For this purpose, NONO was affinity purified using succinylated wheat germ agglutinin (sWGA) from extracts of HCT116 cells grown in the presence or absence of Thiamet-G. The results of this experiment confirm that endogenous NONO is *O*-GlcNAcylated and that treatment with Thiamet-G substantially increased NONO *O*-GlcNAcylation in HCT116 cells (Fig. 2A). The specificity of our purification technique was validated by the complete abolition of purified NONO when it was competed with 25 mM GlcNAc (Fig. 2A). In addition, endogenous NONO was immunoprecipitated with a NONO-specific antibody from cells overexpressing OGT or OGA, and its *O*-GlcNAcylation status was analyzed with an *O*-GlcNAc-specific antibody. The results show that *O*-GlcNAcylation of NONO was higher or lower, respectively, in cells overexpressing OGT or OGA (Fig. 2B, C). The immunoprecipitation results also demonstrated that NONO interacts with OGT (Fig. 2D).

**Fig. 2:**
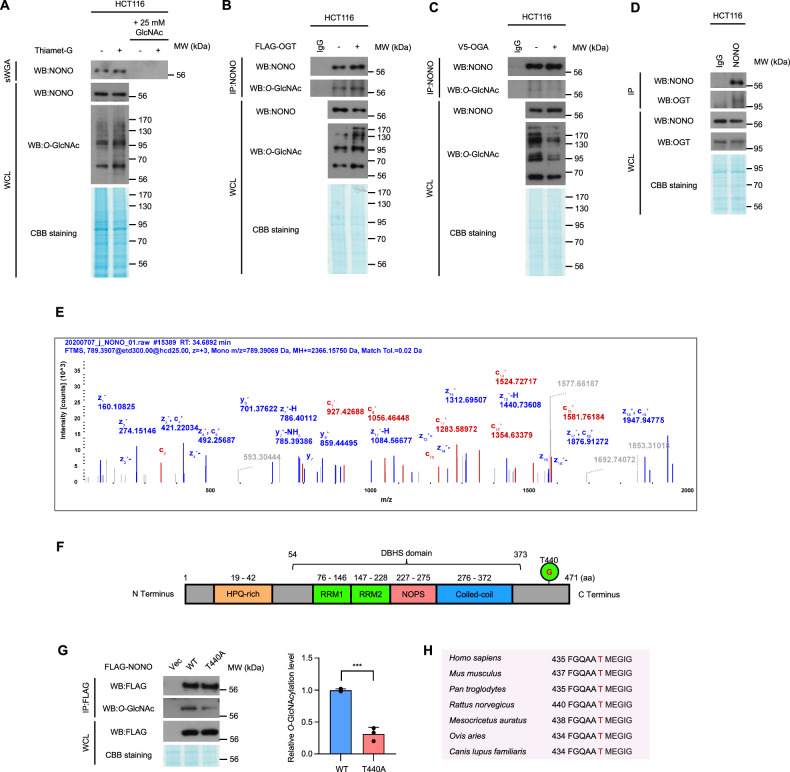
NONO *O*-GlcNAcylation site was identified as Thr440. **A** sWGA precipitation was performed to evaluate immunoprecipitated NONO level upon with or without GlcNAc competition. Immunoprecipitated NONO protein level was tested by western blot analysis. **B** Validation of *O-*GlcNAcylation with endogenously-expressed NONO in HCT116 cells. The NONO *O-*GlcNAcylation in HCT116 was higher in cells transfected with OGT. **C** The NONO *O-*GlcNAcylation in HCT116 was lower in cells transfected with OGA. **D** A co-IP assay was performed to evaluate the interactions between NONO with OGT. HCT116 WCLs were subjected to IP with normal rabbit IgG of anti-NONO antibody. **E** Mass spectrometry (MS) analysis identifies the *O*-GlcNAcylation site in NONO. EThcD spectra of *O-*Glycopeptide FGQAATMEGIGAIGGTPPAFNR from human NONO is shown. The site of *O*-GlcNAc modification was identified as threonine 440. The c and z fragments detected are as indicated in the sequence. **F** Human NONO protein structure. *O*-GlcNAcylation was indicated at threonine 440. (RRM; RNA recognition motif, NOPS; NONA/Paraspeckle). **G** IP assay to compare the *O*-GlcNAcylation levels of wild-type NONO with T440 to A mutant. 10 ug of either FLAG-tagged NONO WT or mutant were transfected into HEK293 cells and lysed after 24 h. NONO *O*-GlcNAcylation level was normalized to the immunoprecipitated NONO protein level (*n* = 3 per condition). **H** Sequence information indicates that NONO threonine 440 is a highly conserved sequence in mammals. Data are presented as mean ± SD; ***P < 0.001, Unpaired two-tailed *t*-test.

To identify amino acid residues that are *O*-GlcNAcylated in NONO using mass spectroscopy (MS), we transiently overexpressed FLAG-tagged NONO in HEK293 cells and confirmed NONO *O*-GlcNAcylation (Fig. S3A, B). MS analysis detected *O*-GlcNAcylation of NONO only at Thr440 in the C-terminal disordered region of the protein (Fig. 2E and Dataset S1), as illustrated Fig. 2F. To assess that Thr440 is the primary *O*-GlcNAcylation site in NONO, point mutant NONO T440A was generated, in which Thr440 is replaced with alanine. FLAG-NONO wild type (WT) and FLAG-NONO T440A were overexpressed in HEK293 cells, followed by immunoprecipitation with a FLAG-specific antibody. *O*-GlcNAcylation of FLAG-NONO was then analyzed with an *O*-GlcNAc-specific antibody. The results revealed that FLAG-NONO T440A showed a significant reduction in *O*-GlcNAcylation compared to FLAG-NONO WT (Fig. 2G), suggesting that this site is the primary *O*-GlcNAc site of NONO. Given that Thr440 is highly conserved among mammalian NONO homologs, we conclude that *O*-GlcNAcylation of Thr440 (or its equivalent) in NONO could be a widely conserved mechanism for regulating NONO in vertebrate species (Fig. 2H).

### Thr440 *O*-GlcNAcylation of NONO is responsible for paraspeckle complex formation

Given the influence of *O*-GlcNAcylation on the formation of NONO-containing paraspeckle-like structures, we proceeded to investigate whether *O*-GlcNAcylation could impact paraspeckle formation, where DBHS proteins primarily reside. To explore this, we performed co-immunoprecipitation experiments involving NONO, SFPQ, and PSPC1 in extracts from HCT116 cells under conditions of altered cellular *O*-GlcNAcylation levels. The findings revealed that significantly less SFPQ and PSPC1 co-immunoprecipitated with NONO from cells treated with OSMI4, a specific inhibitor of OGT (Fig. 3A). Similar results were obtained when OGT was knocked down with OGT-targeted siRNA (Fig. 3B) and when the co-immunoprecipitation experiments were performed in MCF7 (Fig. S4A, B) or A549 cells (Fig. S4C, D), demonstrating that cellular *O*-GlcNAcylation status influences interactions between DBHS proteins in various types of cancer cells. Next, to investigate whether *O*-GlcNAcylation of NONO at Thr440 affects interactions between DBHS proteins, we generated NONO knockout HCT116 cells using CRISPR-Cas9 mutagenesis. We then stably expressed either NONO WT or T440A in these cells and confirmed stably expressing NONO WT contained more NONO-containing paraspeckles than cells expressing NONO T440A or NONO knockout HCT116 cells (Fig. 3C). NONO *O*-GlcNAcylation level was also higher in stably expressed WT compared to T440A NONO (Fig. 3D). Next, we performed the co-immunoprecipitation experiments in these cells. The results demonstrated that less SFPQ and PSPC1 co-immunoprecipitated with NONO T440A than with NONO WT (Fig. 3E, F). Because Thr440 is in the C-terminal disordered region of NONO (Fig. 2F), while the DBHS domain is responsible for DBHS protein dimerization [2], we questioned how the *O*-GlcNAcylation of NONO at Thr440 could promote interactions between DBHS proteins. To investigate this, we performed RNA immunoprecipitation followed by quantitative PCR (RIP-qPCR) to assess the interaction between NONO and *NEAT1_2* long non-coding RNA, which plays a crucial role as the structural scaffold of paraspeckles (Fig. 3G). The total *NEAT1_2* expression level was unchanged in cells expressing NONO WT or T440A (Fig. 3H). However, significantly less *NEAT1_2* RNA were co-immunoprecipitated with NONO T440A than with NONO WT (Fig. 3I). These results suggest that *O*-GlcNAcylation of NONO at Thr440 is likely required for the formation of the paraspeckle complex.

**Fig. 3:**
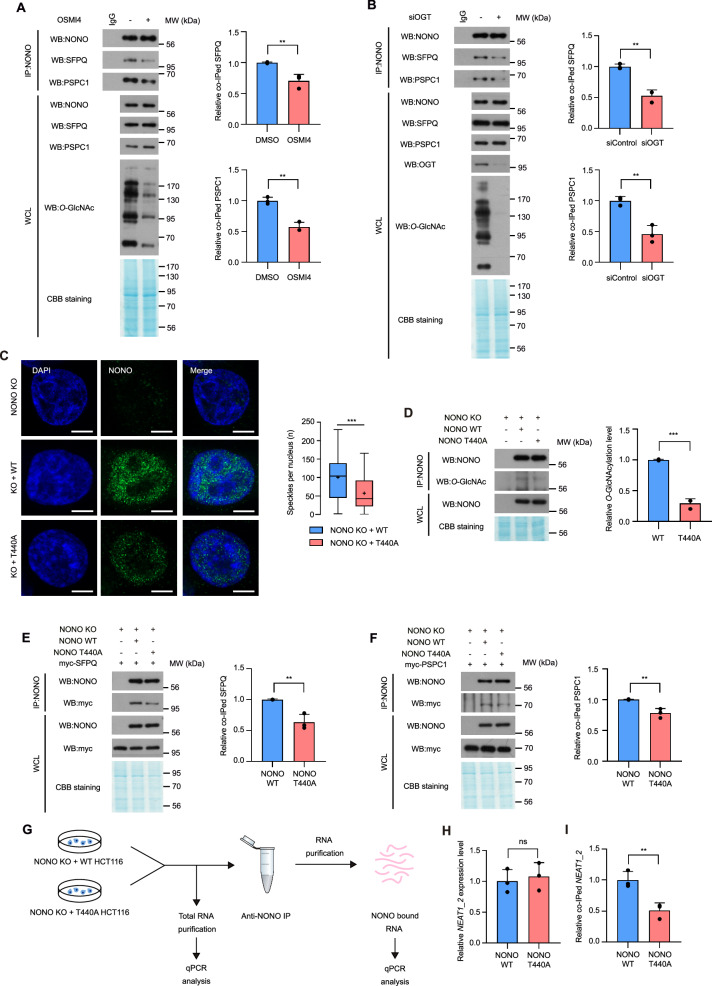
Thr440 *O*-GlcNAcylation of NONO is necessary for paraspeckle components interaction. **A**, **B** A co-IP assay was performed to evaluate the interactions between NONO with SFPQ, and PSPC1. HCT116 cells were treated with OSMI4 or siOGT and lysed after 24 h or 48 h, respectively. WCLs were subjected to IP with anti-NONO antibody. Relative co-immunoprecipitated SFPQ, PSPC1 level was normalized to NONO (*n* = 3 per condition). **C** NONO immunostaining on NONO knockout, stably recovered with NONO WT, or T440A colon cancer cell HCT116. *n* > 50 nuclei from 3 different biologically independent replicates. **D** *O*-GlcNAcylation levels of stably expressed WT NONO with T440A mutant were compared (*n* = 3 per condition). **E**, **F** A co-IP assay was performed to evaluate the interactions between NONO WT or T440A with SFPQ, and PSPC1. NONO KO HCT116 cells were transfected with FLAG-tagged NONO WT or T440A and transfected with myc-tagged SFPQ or PSPC1 and lysed after 24 h. Immunoprecipitation was performed with FLAG^®^-agarose. Relative co-immunoprecipitated SFPQ, PSPC1 level was normalized to NONO WT or T440A (*n* = 3 per condition). **G** RIP analysis was performed to evaluate co-immunoprecipitated lncRNA *NEAT1_2* level with NONO WT or T440A. Schematic of RNA immunoprecipitation experimental procedure. **H** Total *NEAT1_2* level was evaluated by qPCR analysis (*n* = 3 per condition). **I** Co-immunoprecipitated *NEAT1_2* level with NONO WT or T440A protein was evaluated by qPCR analysis (*n* = 3 per condition). Data are presented as mean ± SD; **P < 0.01, ***P < 0.001, Unpaired two-tailed *t*-test. Scale bar represents 5 μm.

### *O*-GlcNAcylation of NONO at Thr440 is required for maintaining the expression of genes related to microtubule cytoskeleton organization and for suppressing the expression of genes related to cellular response to type I interferon

Considering the role of NONO-containing paraspeckles as a transcriptional regulator, we hypothesized that knockdown of NONO might cause detectable changes in the global transcriptome. This idea was tested by comparing expression of putative NONO target genes in HCT116 cells treated with control siRNA (siControl) or NONO-targeted siRNA (siNONO). 

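RNA-seq was carried out in HCT116 cells, a human colorectal carcinoma line, transfected with siControl or siNONO at 20 nM, with 3 libraries per group. The libraries are labelled as Set 1, Set 2 and Set 3, each with 1 siControl and 1 siNONO library. The authors trimmed the reads, aligned them to the GENCODE version 34 transcriptome on GRCh37 and estimated counts per gene with RSEM, which shares reads that fit several genes among them, so a count need not be whole. The estimated counts of siControl summed to 32659002, 27491389 and 21765393 in Sets 1, 2 and 3, with a median of 27491389. Those of siNONO summed to 28715263, 28260060 and 27946591, with a median of 28260060. For the comparison between the groups, the counts were rounded to whole numbers, scaled by edgeR's TMM factors and tested with edgeR's quasi-likelihood F-test, with the Set as a block and Benjamini-Hochberg adjustment over all genes tested. Of the 62492 genes listed, 17000 had enough counts for the test by edgeR's filterByExpr. The choice of the Set as the batch is one that could change the numbers, since the text does not say what the batches were. The methods name neither the ranking of genes for GSEA nor the harvest time of these libraries, and genes were ranked here by log2 fold change.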

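The targeted gene was examined first in each library. NONO, on the plus strand of chromosome X of GRCh37 from 70474664 to 70521372, had 502 ± 11.8 CPM, the counts scaled to library size (SD, n = 3) in siControl and 95.1 ± 5.43 CPM (SD, n = 3) in siNONO. Its log2 fold change was -2.40 (standard error 0.0337, adjusted p = 2.47e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which leaves 18.9% of the siControl level. The log2 fold change of NONO was -2.47, -2.37 and -2.36 in Sets 1, 2 and 3, a spread far smaller than the change itself. Across the genome, 7924 of the 17000 genes tested changed at an adjusted p of at most 0.05 by the same test, 3939 of them higher and 3985 lower in siNONO. Most of these changes were small, and 489 genes changed by at least 1 on the log2 scale. The count of changed genes moved most with DESeq2 in place of edgeR, which called 5227 genes with the Set as a block. Among genes with an average log2 CPM of at least 1 and the same direction in every Set, the 5 highest log2 fold changes were those of OAS1, IFI44L, IFIT1, IFI44 and OASL, from 5.64 for OAS1 to 4.02 for OASL. The 5 lowest were those of TEX19 at -2.50, NONO, C22orf34 at -1.81, PRRC2C at -1.79 and PALM3 at -1.72.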

The results revealed dynamic regulation of gene expression and identified differential expression of genes related to specific GO terms in siNONO-treated cells (Dataset S2). The analysis focused on genes related to two GO terms, the first being “microtubule cytoskeleton organization involved in mitosis” (GO_1902850). The results showed that genes related to this GO term were differentially downregulated in siNONO-treated cells (Fig. 4A). 

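Of the 125 genes that Dataset S2 matches to GO_1902850, 124 had enough counts to be tested. At an adjusted p of at most 0.05 over all genes tested, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 92 were lower in siNONO, 11 were higher and 21 did neither. Adjusted over the list alone, 93 were lower and 12 higher. The paper reports the list from these same samples and does not state how it was chosen. The counts and set tests on it are therefore not taken as independent evidence. The median log2 fold change of the list was -0.31, with quartiles of -0.61 and -0.10, and it was -0.30, -0.32 and -0.34 in Sets 1, 2 and 3. The change was of modest size for most members, and 6 of them changed by at least 1 on the log2 scale. With genes ranked by log2 fold change, the normalized enrichment score was -2.58. The list ranked lower than other genes by camera with a preset correlation of 0.01 (p = 2.83e-23). This call held with an estimated correlation (p = 0.00885). By fry, which tests whether the list's own genes changed and not their rank among other genes, p was 0.000198. The score moved most without a filter on low counts, to -1.84. The paper reads the negative enrichment of this list (Fig. 4A) as downregulation of its genes in siNONO-treated cells.

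**Figure D1:**
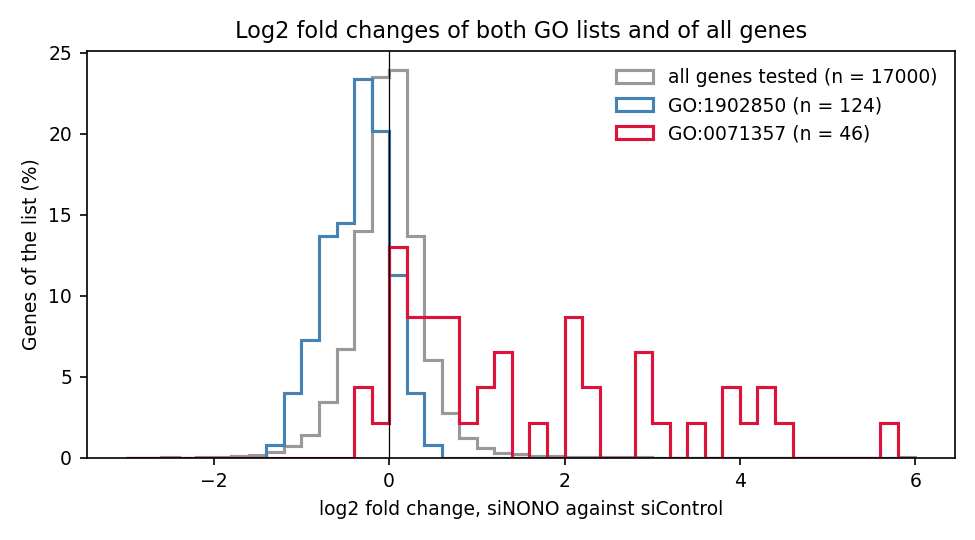
Share of genes (y axis, % of each list) by log2 fold change of siNONO against siControl (x axis, bins of 0.2) for all 17000 genes tested, the 124 genes of GO_1902850 and the 46 genes of GO_0071357, with values past the ends of the axis drawn in the end bins. The GO_1902850 genes lie mostly below 0, around a median of -0.31, and the GO_0071357 genes mostly above it.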

One interpretation of this result is that NONO-stimulated transcription of these genes supports the high rate of cell division in cancer cells by maintaining microtubule organization during mitosis, a possibility that is consistent with the proposed role of NONO in cancer [16, 17]. The second GO term of interest was “cellular response to type I interferon” (GO_0071357). 

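Dataset S2 matches 49 genes to GO_0071357, the cellular response to type I interferon, and 46 of them had enough counts to be tested. In siNONO, 37 were higher and 2 lower at an adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and the same 37 and 2 were counted when adjusted over the list alone. This list, too, is one that the paper reports from these same samples. The genes that fell were IFNAR1 and IRAK1, which were singled out after their values were seen. The median log2 fold change was 1.05, with quartiles of 0.32 and 2.75, and 18 members rose by at least 2 on the log2 scale. Each Set showed the rise, with list medians of 1.01, 1.03 and 1.12. The normalized enrichment score was 2.98. The list ranked higher than other genes by camera (p = 8.75e-96 with the preset correlation, p = 0.0130 with an estimated correlation). By fry, a test of the list's own genes and not of their rank, p was 0.000873. Several members, such as the OAS and IFIT genes, belong to families of related sequence, among which RSEM could split reads.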

Genes related to this GO term were differentially upregulated in siNONO-treated samples (Fig. 4B). Type I interferons are associated with tumor inhibition and immune system activation, making them a focus of clinical anti-cancer strategies [18]. Thus, genes related to both of these GO terms are linked to cancer. In related experiments, the expression of select genes was analyzed by qPCR in NONO knockout HCT116 cells stably expressing NONO WT or NONO T440A. qPCR analysis was performed for the top 10 genes related to each of the two GO terms mentioned above, excluding genes that belong to similar functional classes based on differentially expressed gene (DEG) analysis (Fig. 4C and Dataset S3). 

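In the siNONO libraries, the 10 genes of the mitotic list taken to qPCR were 9 of its 10 lowest by log2 fold change and the one ranked 12. KIF11, among the 10 lowest, was not taken. Their log2 fold changes ran from -1.28 for SPC25 to -0.90 for SGO1, with adjusted p-values from 1.57e-10 to 6.63e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 10 genes of the interferon list included 5 of its 10 highest, and the last of them ranked 19 among 46. OAS2, OASL, IFI27, IFIT3 and IFIT2 were among the 10 highest and were not taken. The log2 fold changes of the chosen interferon genes ran from 1.67 for SP100 to 5.64 for OAS1, and their adjusted p-values by the same test from 4.03e-14 to 1.99e-06.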

Surprisingly, expression of genes related to “microtubule cytoskeleton organization involved in mitosis” was significantly higher in NONO knockout cells stably expressing NONO WT than in NONO knockout cells stably expressing NONO T440A or control NONO knockout cells (Fig. 4D). In contrast, expression of genes associated with the “cellular response to type I interferon” was lower in NONO knockout cells stably expressing NONO WT than in NONO knockout cells stably expressing NONO T440A or control NONO knockout cells (Fig. 4E). Consistent with these results, knocking down of SFPQ (Fig S5B), another indispensable protein for paraspeckle formation [5], also led to the abolishment of NONO-containing paraspeckle (Fig. S5A) and the downregulation of microtubule organization-related genes (Fig. S5C). Next, we investigated whether paraspeckle formation or altered gene expression could be rescued independently of NONO or its *O*-GlcNAcylation status. To test this, we treated HCT116 cells with siRNA targeting OGT and overexpressed WT NONO (Fig. S5H). We then immunostained PSPC1, the first identified marker protein for paraspeckles [5], to observe subnuclear speckles avoiding bias caused by NONO overexpressing. Although the number of PSPC1-containing subnuclear speckles was reduced after OGT knockdown, overexpression of NONO in *O*-GlcNAc-challenged HCT116 cells could not rescue the formation of these speckle-like structures (Fig. S5G). qRT-PCR analysis revealed that OGT knockdown also suppressed microtubule-related gene expression, which could not be restored by WT NONO overexpression (Fig. S5I). Furthermore, overexpression of SFPQ in HCT116 stably expressing T440A NONO (Fig. S5E) failed to promote the formation of NONO-containing speckles (Fig. S5D) or enhance the expression of microtubule-related genes (Fig. S5F). These findings suggest that NONO *O*-GlcNAcylation at Thr440 has a potentially significant impact on tumorigenesis by fine-tuning gene transcription, through the formation of NONO-containing paraspeckles.

**Fig. 4:**
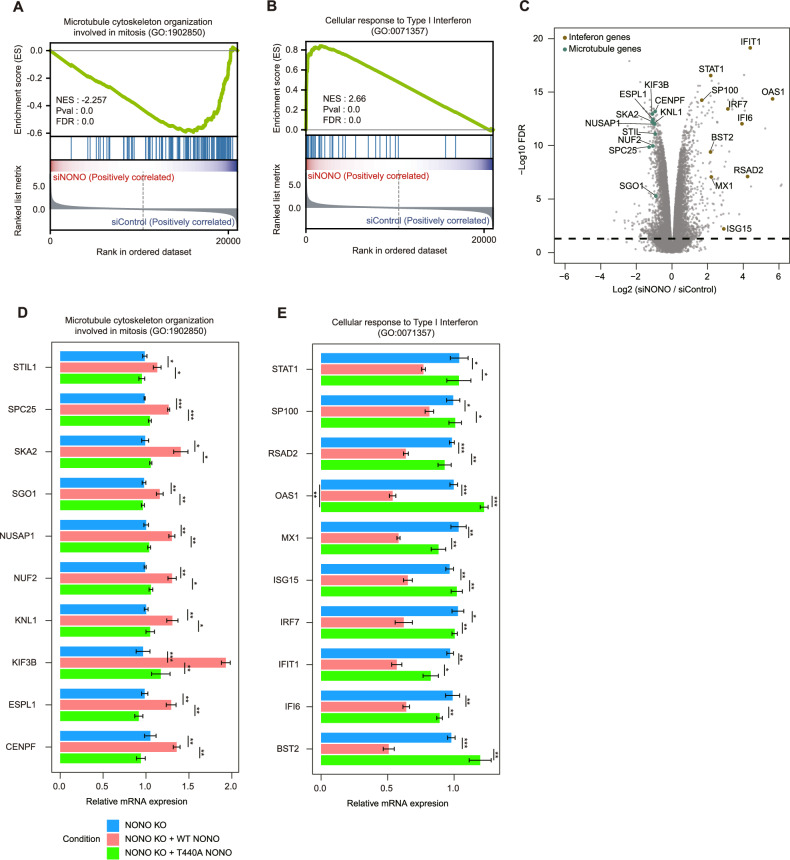
Modifying NONO *O*-GlcNAcylation status results in transcriptional profile alteration. **A**, **B** GSEA(Gene Set Enrichment Analysis) plots of biological functions associated with gene groups whose expression changes in NONO knockdown by siRNA. **C** Volcano plot for differentially expressed gene (DEG) analysis. Genes related to microtubule cytoskeleton organization were downregulated in NONO knock-downed HCT116. Conversely, genes related to cellular response to type I interferon were upregulated in same condition. **D**, **E** qPCR was performed to evaluate the genes associated with microtubule cytoskeleton organization involved in mitosis or cellular response to Type I interferon (*n* = 3 per condition). Data are presented as mean ± SD; *P < 0.05, **P < 0.01, ***P < 0.001 (**(D**, **E)**; one-way ANOVA with Tukey’s multiple comparisons test).

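Across the 3 Sets, each of 19 genes labelled in Fig. 4C kept its direction in every Set. SPC25 fell from 25.3 ± 0.738 to 10.4 ± 0.787 CPM (SD, n = 3 per group) and CENPF from 343 ± 20.5 to 178 ± 9.85 CPM (SD, n = 3). The widest spread among the mitotic genes was in SGO1, whose log2 fold change was -1.22, -0.81 and -0.66 in Sets 1, 2 and 3. ISG15 rose from 33.3 ± 0.644 to 256 ± 60.0 CPM (SD, n = 3). RSAD2 rested on few reads, with 2, 3 and 3 counts in siControl and 51, 65 and 47 in siNONO. MX1 had 25, 32 and 17 counts in siControl and 124, 125 and 99 in siNONO, and its log2 fold change of 2.21 became 0.62 on the log2(TPM + 1) scale, where it was no longer called (adjusted p = 0.107 from limma with Benjamini-Hochberg adjustment).

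**Figure D2:**
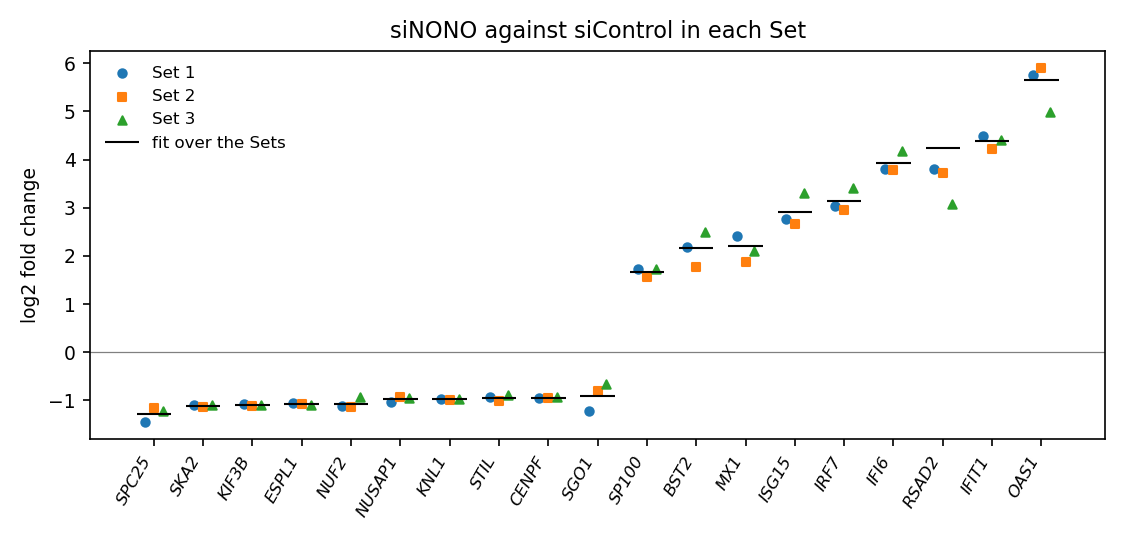
Log2 fold change of siNONO against siControl (y axis) for 19 genes labelled in Fig. 4C (x axis), with 1 symbol per Set and a line for the fit over the Sets. The 10 mitotic genes lie below 0 and the 9 interferon genes above it in every Set. The values of single Sets are shrunk toward 0 at low counts by an added prior count, so those of RSAD2 lie below its line.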

### *O*-GlcNAcylation of NONO at Thr440 promotes cancer cell proliferation

To explore NONO’s potential role in cancer in greater detail, the rate of cell proliferation was measured in HCT116, MCF7, and A549 cells with or without exposure to siNONO to deplete endogenous NONO. The results showed that depletion of NONO protein significantly delayed proliferation in all three cell types (Fig. S6A–C). Next, we delved into whether Thr440 *O*-GlcNAcylation of NONO is involved in cancer cell proliferation. We employed previously established NONO knockout HCT116 cells, which were stably reconstituted with either NONO WT or the T440A mutant. These cells were subjected to a cell proliferation assay. Significantly, cells expressing NONO WT proliferated markedly faster than cells expressing NONO T440A or the control NONO knockout HCT116 cells (Fig. 5A). Consistent with the fact that most of the top 10 NONO-responsive genes related to “microtubule cytoskeleton organization involved in mitosis” promote invasion of cancer cells [19–26], cell invasion assays showed that NONO WT but not NONO T440A increased the invasiveness of NONO knockout HCT116 cells (Fig. 5B). Additionally, we conducted soft agar colony formation assays to observe the growth of cell clusters. Similar results were obtained with an assay for colony formation in soft agar, with larger colonies forming with NONO knockout HCT116 cells expressing NONO WT (Fig. 5C). The ability of NONO to stimulate tumor proliferation in vivo was also examined using a male BALB/c nude mouse xenograft model. Consistent with the data presented above, cells expressing NONO WT formed significantly larger xenograft tumors (by volume and weight) than NONO knockout or T440A-expressing HCT116 cells (Fig. 5D). In summary, this study suggests that *O*-GlcNAcylation of NONO at Thr440 contributes to paraspeckle formation, resulting in dynamic transcriptional modulation and ultimately promoting cancer cell proliferation (Fig. 6).

**Fig. 5:**
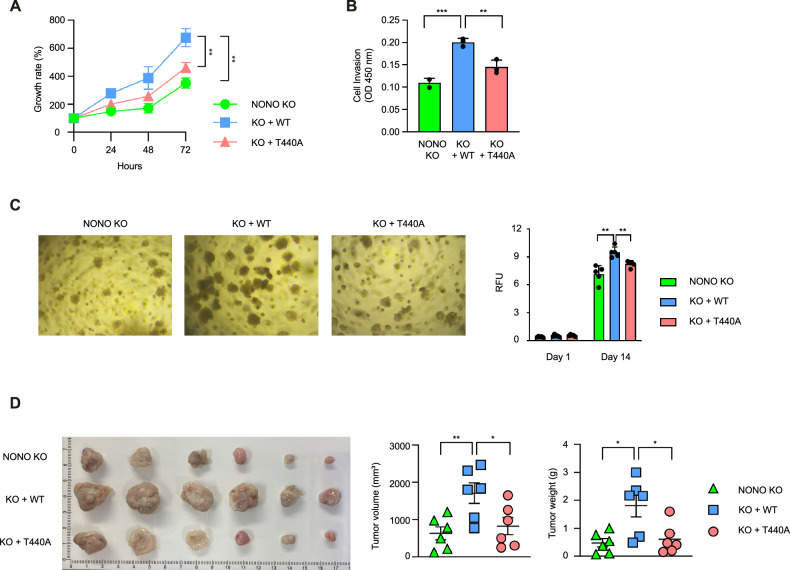
Thr440 *O*-GlcNAcylation of NONO promotes cancer cell invasion, colony formation, and proliferation. **A** WST-8 assay was performed to compare cell proliferation between NONO knockout, NONO WT-expressing, or NONO T440A-expressing HCT116 cells (*n* = 3 per condition). **B** Transwell invasion assay was performed and invaded cells were measured by WST-8 assay (*n* = 3 per condition). **C** NONO knockout, NONO WT-expressing, or NONO T440A-expressing HCT116 cells were cultured for soft agar colony formation assay. Colony formation was examined under a light microscope. Colony formation was measured by using a 485/520 nm filter set (*n* = 5 per condition). **D** BALB/c nude mice (*n* = 6 per group) were injected with 1 × 10^7^ of the indicated cells subcutaneously. Tumor volume and weight were measured 60 days after injection. Data are presented as mean ± SD; *P < 0.05, **P < 0.01, ***P < 0.001, one-way ANOVA with Tukey’s multiple comparisons test.

**Fig. 6:**
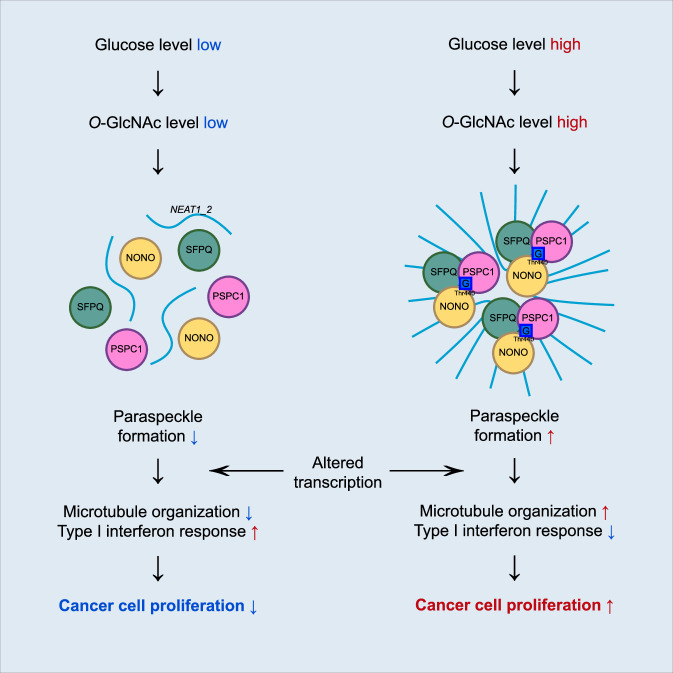
Schematic of the proposed model depicting *O*-GlcNAcylation of NONO at Thr440 and its role in cancer cell proliferation. In cancer cells, a relatively high level of glucose allows more cellular *O*-GlcNAc modification. *O*-GlcNAcylation of NONO at Thr440 enhances the paraspeckle formation. Upregulated paraspeckle formation promotes transcriptional alteration, leading to cancer cell proliferation.

## Discussion

High levels of *O*-GlcNAcylation of serine and/or threonine residues in nuclear, cytoplasmic, and mitochondrial proteins are correlated with poor prognosis for several types of cancers. NONO, a member of the DBHS protein family, is known to be involved in diverse nuclear processes such as pre-mRNA splicing, non-homologous end joining (NHEJ), and transcriptional activation or repression. Recently, the role of NONO in tumorigenesis has been highlighted. NONO is also known as an *O*-GlcNAc-modified protein, which is responsible for regulating chromatin association and dissociation of NONO during the NHEJ pathway [14]. However, how this modification of NONO contributes to tumorigenesis remains to be elucidated. This study identifies Thr440 as the major *O*-GlcNAcylation site of NONO and provides insight into the functional significance of this modification, including its impact on paraspeckle formation, gene expression, colon cancer cell proliferation, and tumorigenesis.

Paraspeckles are subnuclear bodies harbored in the interchromatin region of mammalian cell nuclei. They are known to modulate gene expression in diverse contexts including development, the innate immune response, and stress. Several groups have demonstrated that paraspeckles promote tumor progression and chemoresistance, by repressing apoptosis in cancer cells [27], preventing hypoxic response [28], and moderating replication stress [29]. Moreover, there are evidences indicating the relationship between *NEAT1*, the skeletal lncRNA of paraspeckle, and microtubule stabilization [30] or cancer proliferation [31]. Consistent with these results, this study identified an association between paraspeckle assembly, tumorigenesis, and transcriptional regulation. The results show a reduced number of paraspeckle-like structures containing NONO in cells from fasted mice (Fig. S1A), whereas a similar reduction in cells grown in culture with low concentrations of glucose was rescued by overexpression of OGT (Fig. 1A), strongly supports the link between *O*-GlcNAcylation and paraspeckle formation. Importantly, the identification of Thr440 as the primary *O*-GlcNAcylation site on NONO provides insight into the molecular basis of this regulatory mechanism.

Although *O*-GlcNAcylation of NONO is strongly decreased in the NONO T440A mutant, the persistence of the modification (Fig. 2G) suggests that additional *O*-GlcNAcylation sites on NONO exist but were not detected by MS analysis in our study. Because technical challenges hinder the identification of these sites by MS analysis, alternative techniques and additional studies will be needed for this purpose. In addition, our study was not able to explain the direct mechanism how Thr440 *O*-GlcNAcylation of NONO regulates the formation of NONO-containing paraspeckles, resulting in tumor growth. Furthermore, as DBHS proteins are structurally similar, it seems possible that SFPQ and PSPC1 also be regulated by *O*-GlcNAcylation (Fig. S7). Future studies adopting other methods such as RNA fluorescence in situ hybridization (RNA-FISH), electron microscopy in situ hybridization (EM-ISH) or structural analysis would be needed to address these concerns, the broader implications of *O*-GlcNAcylation of DBHS proteins in different cancer types, and to explore the potential of DBHS *O*-GlcNAcylation as a therapeutic target in cancer. Significantly, the sensitivity of paraspeckle formation to nutrient availability links paraspeckles to cellular metabolism, and *O*-GlcNAcylation is linked to the dynamic organization of nuclear structures.

In this study, the downstream effects of NONO *O*-GlcNAcylation on gene expression were analyzed using RNA-sequencing and qPCR. The results revealed a link between NONO *O*-GlcNAcylation at Thr440 and the expression of genes related to two GO terms: microtubule cytoskeleton organization involved in mitosis and cellular response to type I interferon (Fig. 4A–E). These findings suggest a connection between the *O*-GlcNAcylation status of NONO, cell cycle progression, and immune response, which is consistent with the results of functional assays. For example, NONO *O*-GlcNAcylation at Thr440 is linked to colon cancer cell proliferation, invasion, and colony formation in vitro, as well as tumor proliferation in an in vivo xenograft tumor model (Fig. 5A–D). We highlight the importance of NONO *O*-GlcNAcylation in promoting colon cancer cell proliferation and aggressiveness because our results provide compelling evidence that Thr440 *O*-GlcNAcylation of NONO has the potential as a novel therapeutic target for inhibiting colon tumor proliferation.

At a broader level, the present study provides insight into the intricate regulatory networks governing gene expression and cellular processes in cancer cells. The interplay between *O*-GlcNAcylation, paraspeckle formation, and selective up- or downregulation of gene expression, as outlined in this study, demonstrates that DBHS proteins, especially NONO, play complex roles in cancer biology. We are hopeful that this study will lead to novel avenues in cancer research, potentially involving *O-*GlcNAcylation of NONO as a cancer therapeutic target.

## Methods

### Laboratory animals

Male C57BL/6J and BALB/c nude mice were purchased from DBL (DBL Co., Ltd., Eumseong, South Korea). The mice were housed in a controlled environment with unrestricted access to water and standard rodent chow, under conditions of 23 ± 3 °C temperature, 55 ± 10% humidity, and a 12-h light/dark cycle. The Institutional Animal Care and Use Committees of the Laboratory Animal Research Center at Yonsei University approved the experiments (IACUC-A-202107-1286-02, IACUC-A-202205-1470-01).

### Cell cultures

HEK293, HCT116, MCF7 cells were cultured in Dulbecco’s Modified Eagle’s Medium (Welgene, #LM 001-05, South Korea) supplemented with 10% fetal bovine serum (Gibco, #16000-044, USA), 100 U/mL penicillin and 100 μg/mL streptomycin (Gibco, #15140122, USA). A549 cells were cultured in RPMI-1640 Medium (Hyclone, #SH30255.01, USA). All cell lines were incubated in 5% CO_2_ at 37 °C. All cells were tested for mycoplasma contamination using a mycoplasma detection polymerase chain reaction (PCR) test (Bionics, South Korea).

### Transfection and plasmids

Wild-type NONO-expressing plasmid was prepared by PCR and subcloned into the EcoRI and BamHI sites of the p3XFlag-CMV7.1 expression vector (Sigma-Aldrich, USA). pCMV7.1-3XFlag-NONO T440A (Thr 440 mutated to Ala) construct was generated by using Muta-Direct Site-Directed Mutagenesis Kit (iNtRON, #15071, South Korea). The mutations were confirmed by DNA sequence analyses (Bionics, South Korea). Human SFPQ and PSPC1 cDNA were kindly provided by Prof. Jong-Bok Yoon (Yonsei University, Seoul, South Korea) and subcloned into the pcDNA3.1-mycHis(-) A expressing vector (Invitrogen, USA), respectively. pMSCV-hygro/FLAG vector was kindly provided by Prof. Jaewhan Song (Yonsei University, Seoul, South Korea). DNA transfection was performed by PEI based on the manufacturer’s protocol.

To knockdown OGT or NONO via siRNA interference, cells were transfected with siRNAs targeting OGT or NONO with Lipofectamine RNAiMAX (Invitrogen, USA) according to the manufacturer’s transfection protocol. 

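The siNONO duplex targets 25 bases of the NONO mRNA, GGAAGCCAGCTGCTCGGAAAGCTCT, which lie on the plus strand of chromosome X of GRCh37 from 70514318 to 70514342. The target is in coding sequence, within exon 5 of the 12 exons of the canonical NONO transcript, an exon that runs from 70514077 to 70514378. The genome reads AGGCATTGTTGAGTTCTCAG in the 20 bases before the target and GGACAGATGCAGTGAAGGCT in the 20 bases after it. Among the GENCODE version 44 transcripts on GRCh37, the full target matched those of 1 gene, NONO, in 32 transcripts. In HCT116 cells transfected with this duplex, the estimated NONO counts were 2561, 2655 and 2806 in Sets 1, 2 and 3, against 16344, 13542 and 11315 with siControl.

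**Figure D3:**
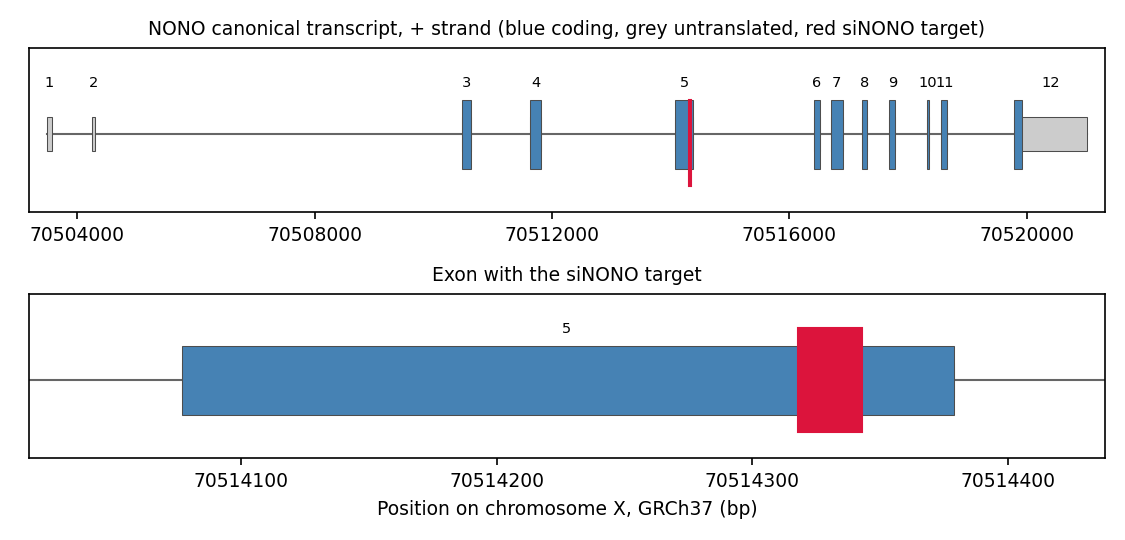
Position of the siNONO target (red) on the canonical NONO transcript, with position on chromosome X of GRCh37 (bp) on the x axis, coding exons as blue boxes, untranslated parts as grey boxes and exon numbers above them. The target lies near the end of exon 5, which the lower panel shows enlarged.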

The siRNA sequences were: siControl (duplex, Cat. SN-1002, Bioneer, Korea), siOGT (sense, 5′-UAAUCAUUUCAAUAACUGCUUCUGC(dTdT)-3′, antisense, 5′-GCAGAAGCAGUUAUUGAAAUGAUUA(dTdT)-3′), siNONO (sense, 5′-GGAAGCCAGCUGCUCGGAAAGCUCU-3’, antisense, 5′-AGAGCUUUCCGAGCAGCUGGCUUCC-3′).

### Stable cell line establishment

NONO knockout was achieved in HCT116 cells through the CRISPR-Cas9 system, following previously documented methods [32, 33]. In brief, a synthesized sgRNA targeting NONO (sequence: GACCAGTTAGATGATGAAGA) was inserted into the pSpCas9(BB)-2A-Puro (PX459) vector (Addgene, #62988, USA). The sgRNA/Cas9 plasmid was transfected into HCT116 cells using lipofectamine 2000 (Invitrogen, #11668027, USA), and subsequent selection of cells was carried out using puromycin. For the introduction of wild-type and T440A mutant NONO DNAs, they were cloned into the pMSCV-hygro/FLAG vector. The cloned retroviral DNA constructs were transfected with packaging plasmids pCMV-VSV-G and pCMV-Gag-Pol into HEK293T cells employing lipofectamine 2000. After 48 h, retroviral supernatants were harvested, filtered with a 0.45 μm filter, and then utilized to infect the previously generated NONO knockout HCT116 cells supplied with 4 μg/mL of polybrene. The virally infected cells were selected with hygromycin.

### Immunostaining

For liver immunostaining, samples were obtained from the livers of C57BL/6J mice belonging to three randomly divided groups: control, 12-hour fasting, and combined 12-hour fasting with an intraperitoneal injection of 40 mg/kg Thiamet-G. The primary liver lobes were roughly cut into pieces and embedded in Tissue-Tek O.C.T compound (Sakura, #4583, USA). The embedded liver tissue was then sectioned into 5 μm thickness and placed on 26*76*1.0 mm microscope slides (Marienfeld Superior, Germany). Subsequently, the liver sections were air-dried overnight at room temperature and stored at −80 °C for extended preservation. For the immunostaining procedure, frozen sections underwent washing with PBST to eliminate any remaining O.C.T. They were then fixed with chilled methanol for 10 min at −20 °C. Sections were then washed 3 times with PBS for 5 min each. After the wash, the sections were subjected to overnight incubation with an anti-NONO rabbit polyclonal antibody (Abcam, #ab70335, USA) at a 1:200 dilution in PBS. After 3-time washes in PBS, the liver sections were exposed to the secondary antibody Alexa Fluor 488 conjugate anti-rabbit IgG (Invitrogen, #A-11008, USA) at a 1:500 dilution in PBS for 1 h.

Cells were grown on 18*18 mm cover glasses (Marienfeld Superior, Germany) for immunostaining. They were washed with PBS and fixed with 4% paraformaldehyde for 10 min at RT. After washing with PBS again, the cells were permeabilized with 0.5% Triton-X-100 in PBS for 10 min, followed by 2 times washing with 0.1% Triton-X-100 in PBS. Then they were blocked with 3% BSA in PBS for 30 mins at RT. After blocking, the cells were subjected to 2 h incubation at 37 °C with anti-NONO rabbit polyclonal antibody (Abcam, #ab70335, USA) or anti-PSPC1 rabbit polyclonal antibody (Abcam, #ab104238, USA) at a 1:200 dilution in PBS containing 3% BSA. They were 3-time washed with 0.1% Triton-X-100 in PBS, followed by 1 h incubation with the secondary antibody Alexa Fluor 488 conjugate anti-rabbit IgG (Invitrogen, #A-11008, USA) at a 1:500 dilution in 3% BSA in PBS, and washed 3 times again with 0.1% Triton-X-100 in PBS. The liver sections or the cells were mounted with Vectashield HardSet Antifade Mounting Medium with DAPI (Vector Laboratories, #H-1500, USA). All images were collected on a Zeiss LSM 980 confocal microscope (Carl Zeiss) and analyzed with Icy software [34] using spot detector plugin.

### Western blotting and immunoprecipitation

For FLAG immunoprecipitation (IP), cellular lysates underwent a 2 h incubation with agarose-conjugated anti-FLAG antibody (MBL, Woburn, USA) at room temperature (RT). In the case of NONO IP, the anti-NONO antibody (Abcam, #ab70335, USA) was incubated overnight at 4 °C, followed by incubation with agarose-conjugated protein A/G (Santa Cruz) overnight at 4 °C. As a control for immunoprecipitation (IP), normal rabbit IgG (Cell Signaling Technology, #2729, USA) antibody was used. The purified proteins in the IP precipitates underwent three washes with the wash buffer (150 mM NaCl, 2 mM EGTA, 2 mM MgCl2, 20 mM HEPES, pH 7.4, and 0.1% NP-40) and were eluted with 2× sodium dodecyl sulfate (SDS) loading buffer at 95 °C for 5 min. The eluates were subsequently analyzed via western blot using specific antibodies. For RNA-IP, Trizol was added directly to the beads after immunoprecipitation and subjected to RNA extraction following the manufacturer’s protocol. sWGA precipitation was performed as previously described [35]. Briefly, 2 mg of total cell lysates underwent an overnight incubation with agarose-conjugated sWGA (Vector Laboratories, Burlingame, CA, USA) at 4 °C, with or without 25 mM GlcNAc (Sigma, #A8625, USA).

Cell lysis was performed using RIPA buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 2 mM EDTA, 1% NP-40, 0.1% SDS, and 0.5% sodium deoxycholate) or 1% NP-40 lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 2 mM EDTA, and 1% NP-40) for western blotting, or Pierce IP lysis buffer (25 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% NP-40, and 5% glycerol) for immunoprecipitation, supplemented with protease inhibitor cocktail (Roche, Mannheim, Germany). A total of 10 μg of cellular lysate was loaded onto SDS-polyacrylamide electrophoresis gels. Following antibody incubation, signal detection utilized WestGlow chemiluminescent substrate (Biomax, #BWE0200, Korea) and FUJI RX-N X-ray film (FUJI, Japan). Signal quantification was performed using ImageJ software.

The antibodies used for western blotting or IP included anti-FLAG (MBL, #PM020), anti-HSP90α/β (Santa Cruz, #sc-7947), anti-Lamin A/C (Cell Signaling, #2032S), anti-c-Myc (Santa Cruz, #sc-40), anti-NONO (Abcam, #ab70335 for IP), anti-NONO (Santa Cruz, #sc-136296 for WB), anti-SFPQ (Santa Cruz, #sc-374502), anti-PSPC1 (Santa Cruz, #374181), anti-*O*-GlcNAc (Thermo Fisher Scientific, #MA1-072), and anti-OGT (Sigma, #O6264). Secondary antibodies included goat anti-rabbit IgG (#111-035-003, Jackson Laboratories, Bar Harbor, ME, USA), mouse anti-rabbit IgG (light-chain specific, #211-032-171, Jackson Laboratories), goat anti-mouse IgG (#115-035-003, Jackson Laboratories), and goat anti-mouse IgG (light chain specific, #115-035-174, Jackson Laboratories).

### Nuclear and cytosol fractionation

Cells were incubated in ice-cold cytosolic lysis buffer (10 mM HEPES pH 7.9, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, and 1 mM DTT) supplemented with protease inhibitor cocktail for 15 min, vortex after adding 0.5% NP-40 for 10 s and centrifuged at 4,000 rpm for 4 min at 4 °C. The supernatant containing the cytoplasmic extract was collected to new ep tube. The pellet was washed with cytosolic lysis buffer without DTT and centrifuged at 4000 rpm for 3 min at 4 °C, then incubated in nuclear lysis buffer (20 mM HEPES pH 7.9, 0.4 M NaCl, 1 mM EDTA, 1 mM EGTA, and 1 mM DTT) supplemented with protease inhibitor cocktail on ice for 30 min with vortexing occasionally and centrifuged at 14,000 rpm for 20 min at 4 °C. The supernatant was collected into fresh ep tube.

### Protein isolation and digestion

HEK293 cells were transfected with NONO tagged with a FLAG, and co-transfected with OGT for hyper-O-GlcNAcylation induction. To further enrich NONO, we employed immunoprecipitation using an anti-FLAG antibody, followed by SDS-PAGE separation and subsequent staining with Coomassie Brilliant Blue reagent. The specific fraction containing NONO was excised from the SDS-PAGE gel and subjected to in-gel tryptic digestion. The targeted protein fraction was then destained using a solution of 50% (v/v) acetonitrile in 25 mM NH_4_HCO_3_. Subsequently, the fraction underwent reduction with 20 mM DTT at 60 °C for 1 h, followed by alkylation with 55 mM iodoacetamide at room temperature for 45 min in the absence of light. The fraction was then digested with trypsin at 37 °C overnight. To extract the peptides, a solution consisting of 50% (v/v) acetonitrile in 5% (v/v) formic acid and 80% (v/v) in 5% (v/v) formic acid was employed.

### Mass spectrometry analysis

The peptide samples extracted through in-gel digestion were resuspended in 20 µl of solvent A, which consisted of 0.1% formic acid prepared in water (Optima LC/MS grade, ThermoFisher Scientific). The separation of peptides was carried out using a PepMapTM RSLC C18 column (Thermo Fisher Scientific, San Jose, CA) with a linear gradient of Solvent B (0.1% FA in acetonitrile) ranging from 2% to 38% over a period of 65 min, and the flow rate was maintained at 300 nl/min. For analysis, the sample was introduced into an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific, San Jose, CA), coupled with an Easy nanoLC 1000 system (Thermo Fisher Scientific, San Jose, CA). The spray voltage was set to 1.8 kV, and the heated capillary temperature was maintained at 275 °C. The instrument operated in a data-dependent mode, initiating with one full MS scan followed by twenty MS/MS scans, with a dynamic exclusion time of 20 s. In MS/MS scans, peptide fragmentation was achieved using higher energy collision dissociation (HCD). If oxonium product ions (*m*/*z* 204.0867, 138.0545) were detected in the HCD spectra, the peptides underwent further fragmentation using electron transfer/higher energy collision dissociation (EThcD) in a subsequent scan on the same precursor ion selected for HCD. Full MS scans were acquired in the range of 300 to 1400 m/z, with the first mass for HCD and EThcD MS/MS scans set at 120 and 110 m/z, respectively. The resolutions for full MS scans and MS/MS scans (HCD and EThcD) were 120,000 and 300,000, respectively. In full scans, the advanced gain control target was set at 4 × 105, with a maximum injection time of 100 ms. In MS/MS scans, the advanced gain control target was set at 5 × 104, with a maximum injection time of 54 ms, and the isolation window was set at 1.6 *m*/*z*. For EThcD MS/MS scans, the advanced gain control target was set at 8.5 × 104, with a maximum injection time of 54 ms, and an isolation window of 1.6 *m*/*z*. The HCD collision energy was maintained at 28%, and the ETD reaction time was 50 ms, with a supplemental activation (SA) collision energy of 20%.

The raw data underwent comparison with the Uniprot human database (release entry no. 173,324) using the SEQUEST HT search engine within Proteome Discoverer 2.2 (Thermo Fisher Scientific). For the proteolytic enzyme, trypsin was selected, allowing for a maximum of two missed cleavages. Precursor mass tolerance was set to 10 ppm and fragment mass tolerance was set to 0.02 Da. In this search, the weights of b, y ions, as well as c and z ions, were all set to 1. Cysteine carbamidomethylation was set in a fixed modification, while variable modification settings included oxidation of methionine and O-GlcNAcylation of serine and threonine, with a maximum of three post-translational modifications (PTMs) allowed on a single peptide. The minimum peptide length was set to six amino acids, and there was a requirement of at least one peptide per protein. The maximum delta Cn value at the fixed value PSM validator node was established at 0.05. IMP-ptm RS node was used with report only PTM, use diagnostic ions and use fragment mass tolerance of search node. Peptides and proteins were identified with a confidence level of ≥95%.

### Quantitative RT-PCR analysis

Total RNA was isolated using Trizol and subjected to reverse transcription (RT) using ReverTra Ace qPCR RT Master Mix (Toyobo, #FSQ-201). Quantitative RT-PCR was performed using TB Green Premix Ex Taq II (Takara, #RR820) with 200 nM of the primer sets listed in Supplementary Table 1 and 100 ng of cDNA per reaction. Reactions were performed on a CFX Duet real-time PCR system (Bio-rad). *beta-actin* was used as housekeeping gene control and a standard 2^-ΔΔCt^ analysis was performed.

### RNA sequencing analysis

For quality checks and read trimming, RNA-seq data were processed by FastQC (version 0.11.8) [36] and sickle (version 1.33) [37] with default parameters. After the trimming, the reads were aligned to human transcriptomes (GENCODE version 34, GRCH37/hg19) [38] using STAR (version 2.5.3a_modified) [39] with default parameters and read counts were determined using RSEM (version 1.3.1) [40]. To discover differentially expressed genes (DEGs), we utilized edgeR R package (version 3.32.1) [41] with batch information added as confounding variables to adjust for batch effects. 

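The labels give 1 grouping beside the siRNA, the Set, and the Set was taken as the batch. Libraries of the same Set deviated together from their group means, with correlations across 10814 genes of 0.428, 0.257 and 0.509 for Sets 1, 2 and 3, where genes are not independent replicates. Between Sets 1 and 2 the correlations were 0.151 and 0.159, and every pairing of Set 3 with another Set was negative. Deviations cancel out within a group, so a positive value within Set 3 makes its other pairings negative on balance. These negative values are therefore no separate evidence that Set 3 is apart. A chi-squared per degree of freedom between replicates, larger with more than sampling noise, was 3.00 in siControl and 2.80 in siNONO for Sets 1 and 2. For the pairs with Set 3 it was 5.82 and 5.14 in siControl and 9.78 and 8.95 in siNONO. By this measure, Set 3 lay further from the other Sets in both groups. Without the block, 6164 genes were called at an adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6147 of these calls were shared with the blocked test.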

To search for enriched gene ontology (GO) terms in set of DEGs (log2 fold change $$\ge$$ 2 and FDR $$\le$$ 0.05), we utilized g:Profiler, which is a web server for functional enrichment analysis of gene lists [42]. 

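At an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change of at least 2 in either direction, 85 genes were called, 67 higher and 18 lower in siNONO. Of the 18 lower genes, 14 had an average log2 CPM under 1, as did 29 of the 67 higher genes. GO_0071357 held 18 of the higher genes, or 26.9% of them, and GO_1902850 held none of the 85. Over the alternatives, this count ran from 28 genes with limma on log2(TPM + 1) to 185 without a filter on low counts. It was 41 with at least 10 counts in every library, and it rose to between 131 and 153 when any one library was left out. Each of these last fits filtered genes anew and tested 17329 to 17428 genes in place of 17000. The gene set therefore changed along with the library.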

Gene set enrichment analysis (GSEA) was conducted using gseapy (version 1.0.5) [43].

### Cell viability assay

Cells were plated in 96-well plates at a density of 1 × 10^3^ cells per well. At specified time intervals following cell attachment, 10 μL of Quanti-Max WST-8 cell viability assay solution (Biomax, #QM1000, Korea) was introduced to each well, and the cells were incubated for 2 h at 37 °C. Subsequently, the absorbance was measured using a Multiskan Sky microplate spectrophotometer (Thermo Fisher Scientific) at a wavelength of 450 nm.

### Transwell invasion assay

Invasion assays were conducted utilizing Corning Matrigel Matrix (Corning, USA) and a 24 mm Transwell with a 0.8 μm insert, following the guidelines provided by the manufacturer. Following a 4-day incubation period, the quantification of invasive cells was performed using the Quanti-Max WST-8 cell viability assay solution (Biomax, #QM1000, Korea).

### Soft agar colony formation assay

The CytoSelect 96-well Cell Transformation Assay (Cell Biolabs, USA) was employed for the colony formation assay, according to the manufacturer’s protocol. In brief, cells were seeded in soft agar at a concentration of 1 × 10^4^ cells per well. After incubation at 37 °C in 5% CO_2_ for 1 and 14 days, the soft agar was solubilized, and cells were lysed using lysis buffer. The resulting cell lysates were incubated with the CyQUANT GR Dye and the readings were taken at the 485/520 nm filter set.

### Xenograft mouse experiment

For the xenograft mouse experiment, NONO knockout, reconstituted with WT, and reconstituted with T440A HCT116 cells were harvested using trypsin solution and washed with PBS. The cells were then suspended at a concentration of 1*10^7^ per 100 μL of PBS and injected into randomly divided three groups of 5-week-old male BALB/c nude mice obtained from DBL (*n* = 6 per group). Tumor size and weight were assessed two months post-injection.

### Quantifications

All data were analyzed as the mean ± standard deviation. Statistical analyses were performed using unpaired two-tailed *t*-test. One-way Analysis of Variance (ANOVA) with Tukey’s multiple comparisons test was used to compute statistical significance between multiple groups. GraphPad Prism software (Ver. 9) was used to determine statistical significance among multiple studies. Statistical significance was considered at *P < 0.05; **P < 0.01; ***P < 0.001.

## Supplementary information

Supplementary figure legends

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Original Blots

Supplementary Table 1

Dataset S1

Dataset S2

Dataset S3

## Data Availability

All data reported in this paper will be shared by the lead contact upon request.

# Supplementary material for: O-GlcNAcylation of NONO regulates paraspeckle component assembly and contributes to colon cancer cell proliferation
**Source:** Cell Death Discov. 2025 May 13;11:234. doi: 10.1038/s41420-025-02405-z
**Supplement:** Supplementary file 1 — Supplementary figure legends

**Supplementary Information**

***O*-GlcNAcylation of NONO is Critical for Paraspeckle Component Assembly and Contributes to Colon Cancer Cell Proliferation**

Yeolhoe Kim^1,5^, Kyung-Tae Lee^2,5^, Han Byeol Kim^3^, Hyeryeon Jung^3^, Jeong Yeon Ko^1^, Tae Hyun Kweon^1^, Hari Chandana Yadavalli^1^, Junghwa Seo^4^, Suena Ji^4^, Yun Ju Kim^1^, Donghyuk Shin^1^, Seong Wook Yang^1^, Myeong Min Lee^1^, Jin Won Cho^4^, Eugene C. Yi^3^, Jin-Wu Nam*^2^, Won Ho Yang*^1,4,6^

^5^These authors contributed equally

**Supplementary Figure legends**

**Figure S1. The number of NONO-containing paraspeckle-like structures in mouse liver tissue is regulated by *O*-GlcNAcylation status.**

**(A)** NONO immunostaining on liver cryosections in normal condition, 12 hr fasting, and combined 12 hr fasting with Thiamet-G IP injected mice.

**(B)** Cellular *O*-GlcNAcylation status was detected via Western blot.

Result in **(A)** was represented as boxes and whiskers: 10-90 percentile range, “+” sign represents mean, n > 50 nuclei from 3 different biologically independent replicates.

****P* < 0.001, one-way ANOVA with Tukey’s multiple comparisons test. Scale bar represents 5 μm.

**Figure S2. The number of NONO-containing paraspeckle-like structures in MCF7, A549 cells is regulated by *O*-GlcNAcylation status.**

**(A)** NONO immunostaining on breast cancer cell MCF7 in siControl, or siOGT conditions.

**(B)** Cellular *O*-GlcNAcylation status was detected via Western blot.

**(C)** NONO immunostaining on lung cancer cell A549 in siControl, or siOGT conditions.

**(D)** Cellular *O*-GlcNAcylation status was detected via Western blot.

**(E)** Relative NONO protein abundance in myc-OGT or control vector transfected HCT116 cell (*n*=3 per condition).

**(F)** Relative NONO protein abundance in V5-OGA or control vector transfected HCT116 cell (*n*=3 per condition).

**(G)** Relative NONO protein abundance in Thiamet-G or PBS-treated HCT116 cell (*n*=3 per condition).

**(H)** Relative NONO protein abundance in OSMI4 or DMSO-treated HCT116 cell (*n*=3 per condition).

Results in **(A, C)** are represented as boxes and whiskers: 10-90 percentile range, “+” sign represents mean, n > 50 nuclei from 3 different biologically independent replicates.

Data are presented as mean ± SD; ****P* < 0.001, Unpaired two-tailed *t*-test. Scale bar represents 5 μm.

**Figure S3. NONO protein is *O*-GlcNAcylated exogenously.**

**(A)** HEK293 cells were transfected with FLAG-tagged NONO constructs. Immunoprecipitation was performed with FLAG^®^-agarose.

**(B)** CBB stained gel for mass spectrometry analysis.

**Figure S4. *O*-GlcNAcylation level is responsible for paraspeckle complex formation in MCF7, A549 cells.**

**(A, B)** A co-IP assay was performed to evaluate the interactions between NONO with SFPQ, and PSPC1. MCF7 cells were treated with OSMI4 or siOGT and lysed after 24hrs or 48hrs, respectively. WCLs were subjected to IP with anti-NONO antibody. Relative co-immunoprecipitated SFPQ, PSPC1 level was normalized to NONO (*n*=3 per condition).

**(C, D)** A co-IP assay was performed to evaluate the interactions between NONO with SFPQ, and PSPC1. A549 cells were treated with OSMI4 or siOGT and lysed after 24hrs or 48hrs, respectively. WCLs were subjected to IP with anti-NONO antibody. Relative co-immunoprecipitated SFPQ, PSPC1 level was normalized to NONO (*n*=3 per condition).

Data are presented as mean ± SD; **P* < 0.05, ***P* < 0.01, ****P* < 0.001, Unpaired two-tailed *t*-test.

**Figure S5.** **Nuclear paraspeckle-like structure formation and the expression level of microtubule-related genes is dependent on NONO *O*-GlcNAcylation status.**

**(A**) NONO immunostaining on colon cancer cell HCT116 in siControl, or siSFPQ conditions.

**(B)** Western blot analysis for siControl or siSFPQ treated HCT116.

**(C)** qPCR was performed to evaluate the genes associated with microtubule cytoskeleton organization involved in mitosis (*n*=3 per condition).

**(D)** NONO immunostaining on NONO knockout HCT116 stably expressing T440A NONO in vector or myc-tagged SFPQ overexpressed conditions.

**(E)** Western blot analysis for vector or myc-tagged SFPQ overexpressed NONO knockout HCT116 stably expressing T440A NONO.

**(F)** qPCR was performed to evaluate the genes associated with microtubule cytoskeleton organization involved in mitosis (*n*=3 per condition).

**(G)** PSPC1 immunostaining on colon cancer cell HCT116 in siControl, siOGT or siOGT with FLAG-tagged WT NONO overexpressed conditions.

**(H)** Western blot analysis for siControl, siOGT or siOGT with FLAG-tagged NONO overexpressed HCT116.

**(I)** qPCR was performed to evaluate the genes associated with microtubule cytoskeleton organization involved in mitosis (*n*=3 per condition).

Results in **(A, D, G)** are represented as boxes and whiskers: 10-90 percentile range, “+” sign represents mean, n > 50 nuclei from 3 different biologically independent replicates.

Data are presented as mean ± SD; **P* < 0.05, ***P* < 0.01, ****P* < 0.001 (**(A, C, D, F)**; Unpaired two-tailed *t*-test, **(G, I)**; one-way ANOVA with Tukey’s multiple comparisons test)

**Figure S6. NONO protein level contributes to HCT116, MCF7, and A549 cell proliferation.**

**(A)** NONO expression was detected via Western blot analysis. HCT116 cells were treated with siControl or siNONO and lysed after 48 hrs. WST-8 assay was performed to compare cell growth between siControl or siNONO-treated HCT116 cells (*n*=3 per condition).

**(B)** NONO expression was detected via Western blot analysis. MCF7 cells were treated with siControl or siNONO and lysed after 48 hrs. WST-8 assay was performed to compare cell growth between siControl or siNONO-treated MCF7 cells (*n*=3 per condition).

**(C)** NONO expression was detected via Western blot analysis. A549 cells were treated with siControl or siNONO and lysed after 48 hrs. WST-8 assay was performed to compare cell growth between siControl or siNONO-treated A549 cells (*n*=3 per condition).

Data are presented as mean ± SD; ****P* < 0.001, Unpaired two-tailed *t*-test.

**Figure S7. Other DBHS proteins, SFPQ and PSPC1, were *O*-GlcNAcylated exogenously.**

**(A)** HEK293 cells were transfected with FLAG-tagged SFPQ constructs. Immunoprecipitation was performed with FLAG^®^-agarose.

**(B)** HEK293 cells were transfected with FLAG-tagged PSPC1 constructs. Immunoprecipitation was performed with FLAG^®^-agarose.

# Supplementary material for: O-GlcNAcylation of NONO regulates paraspeckle component assembly and contributes to colon cancer cell proliferation
**Source:** Cell Death Discov. 2025 May 13;11:234. doi: 10.1038/s41420-025-02405-z

# Supplementary Material

## – Original Blots

Fig. 1

B

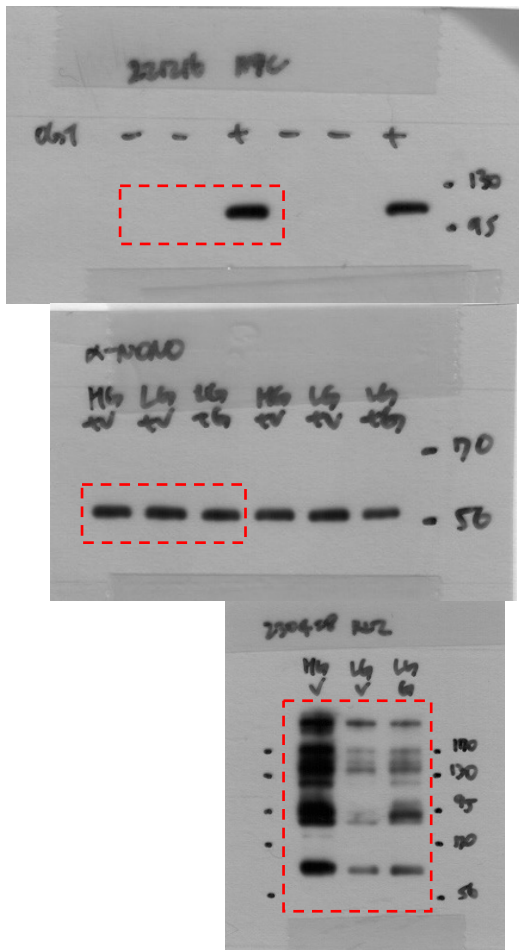

D

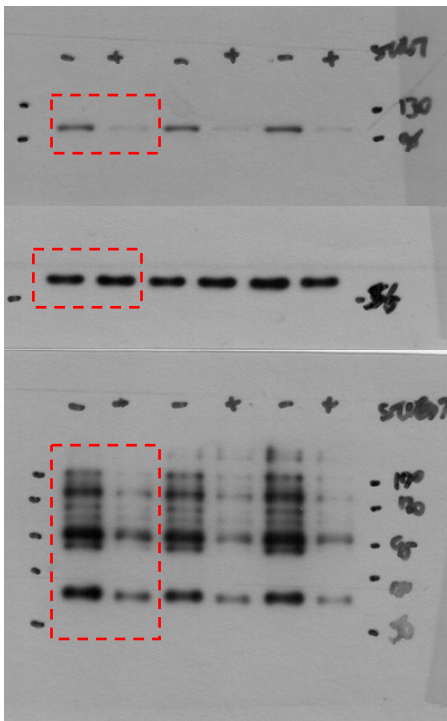

E

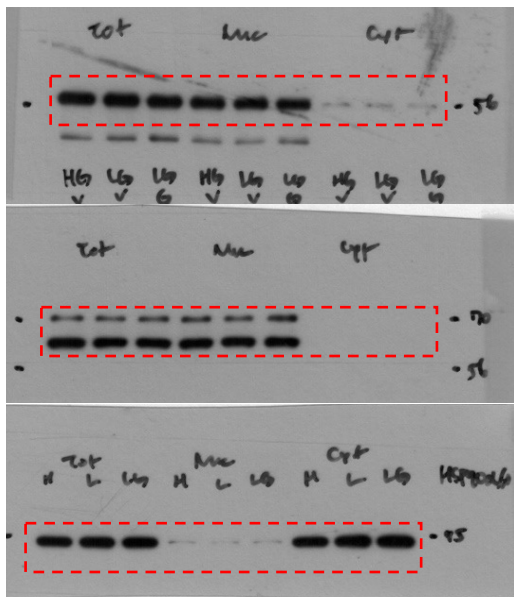

F

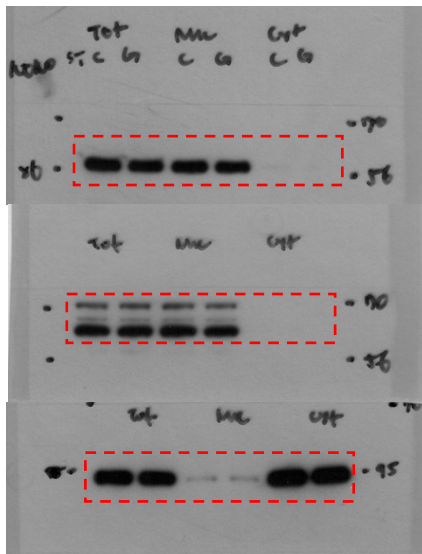

Fig. 2

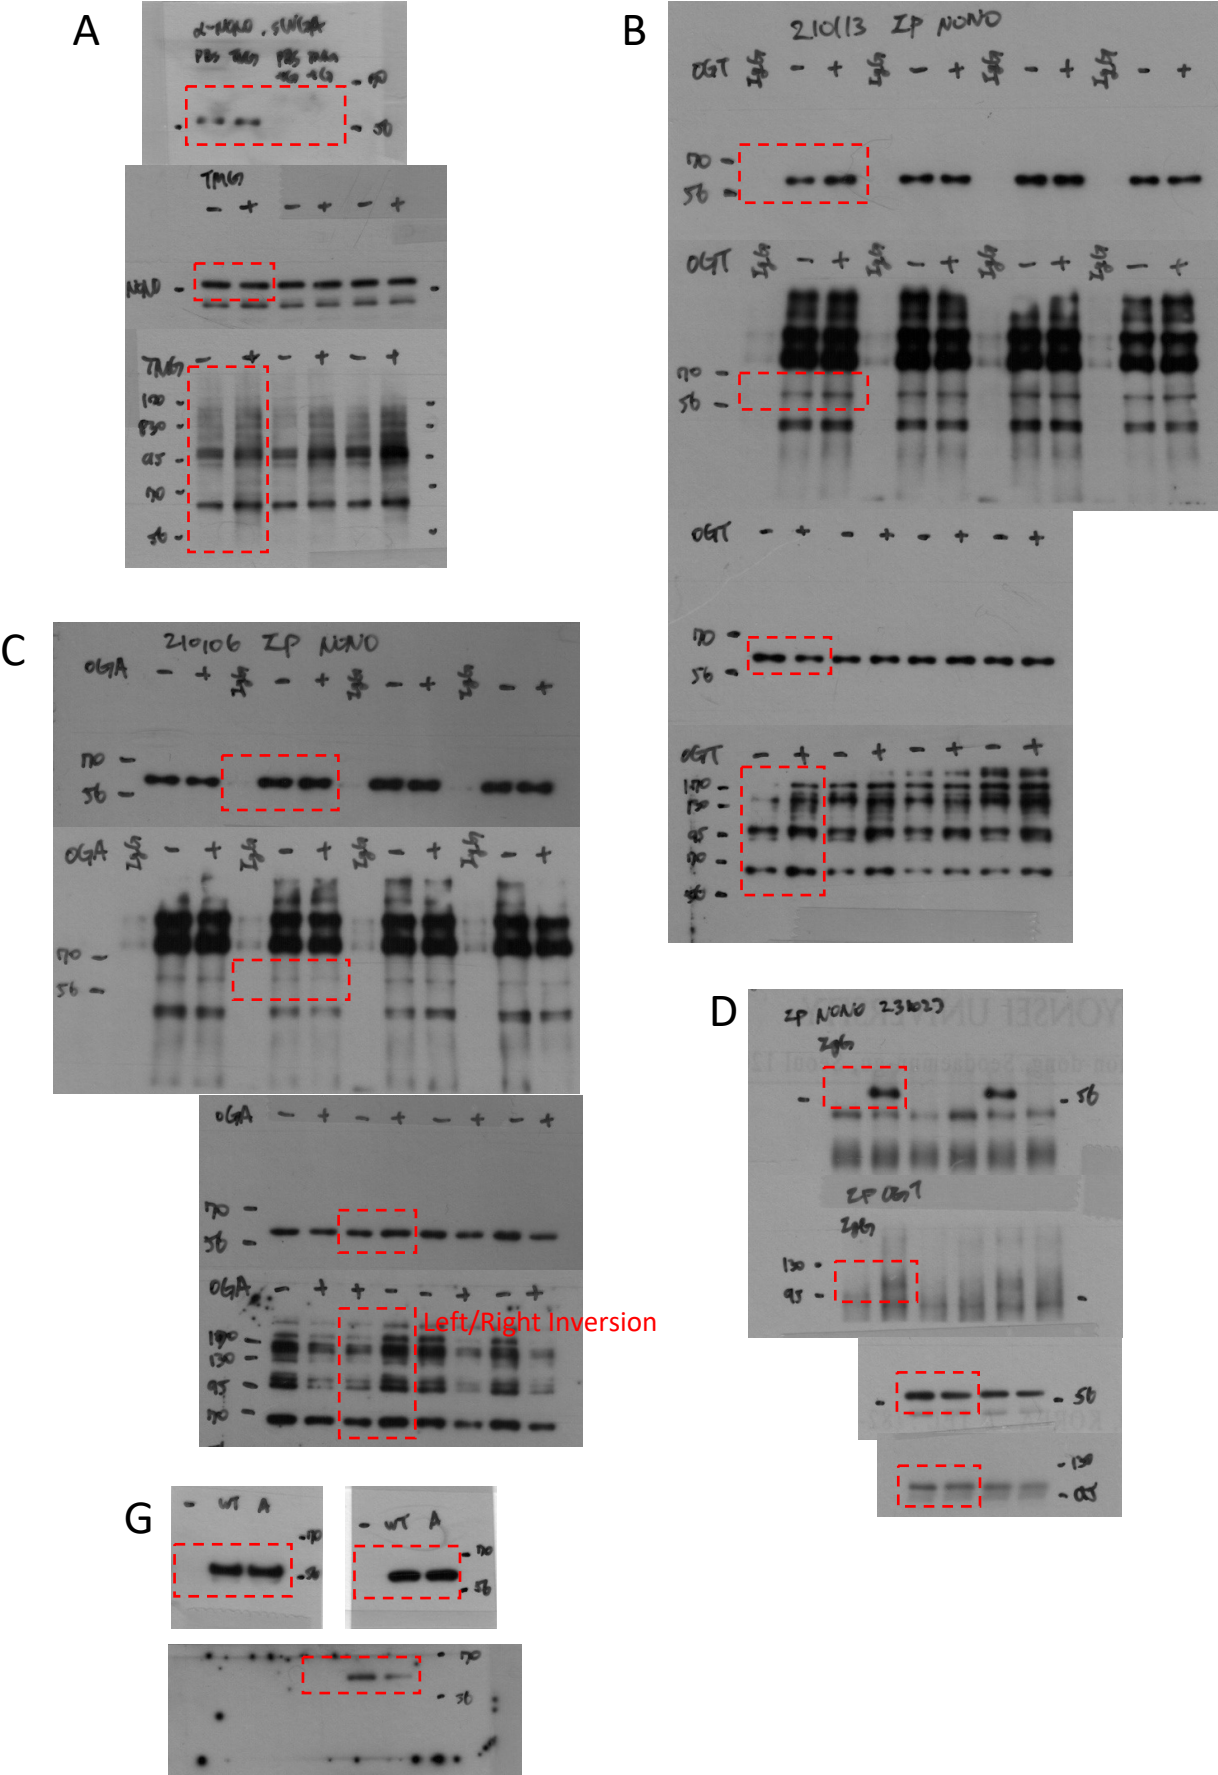

Fig. 3

A

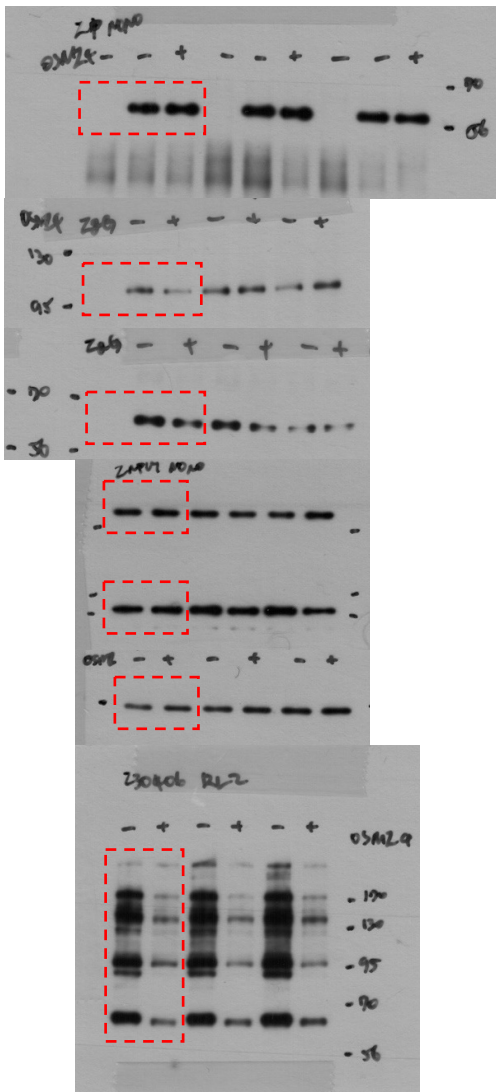

# B

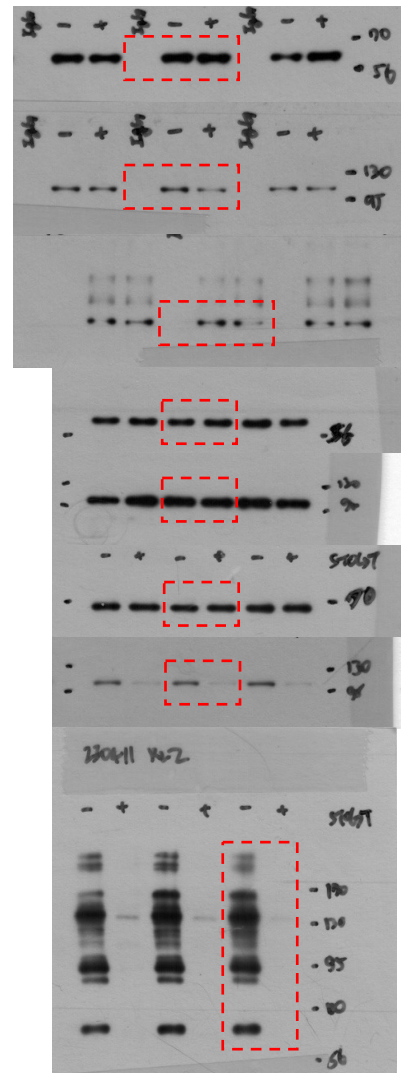

D

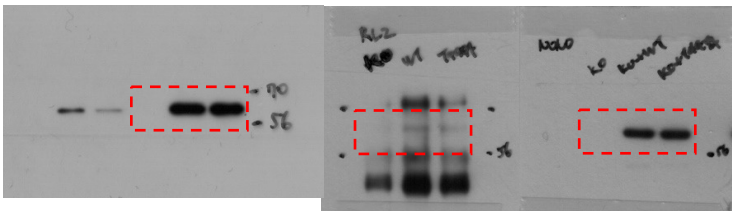

**F**

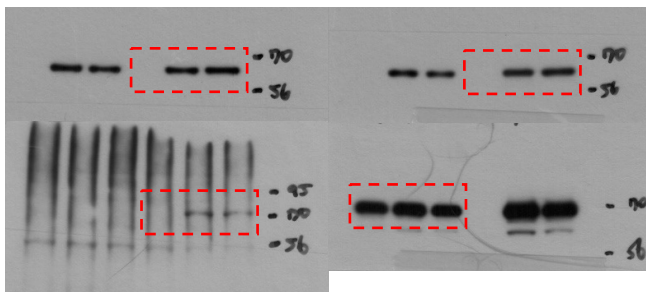

E

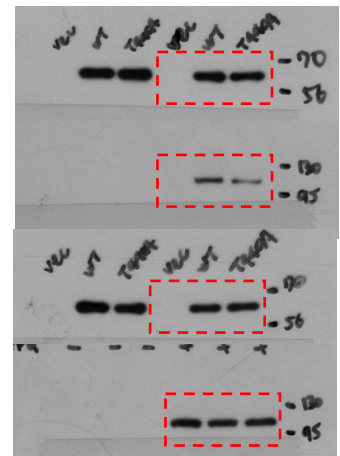

Fig. S1

B

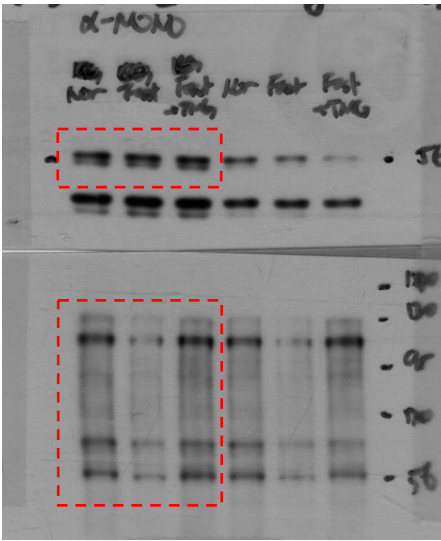

Fig. S2

B

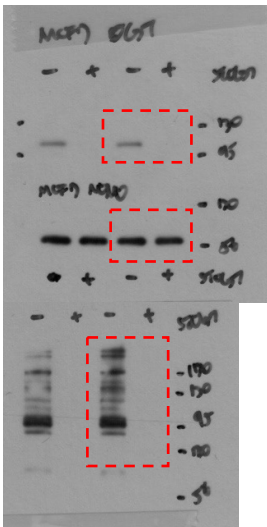

D

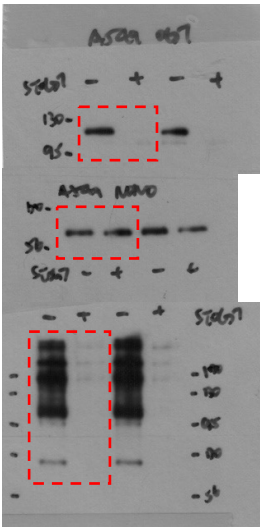

E

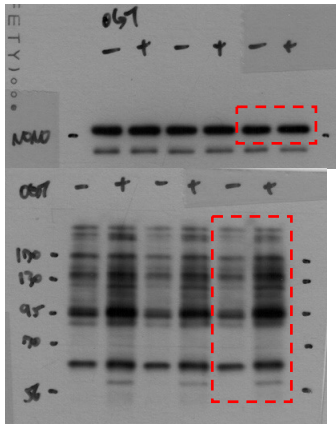

F

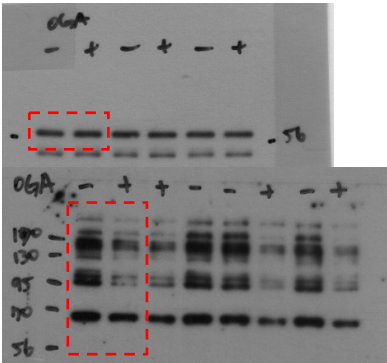

G

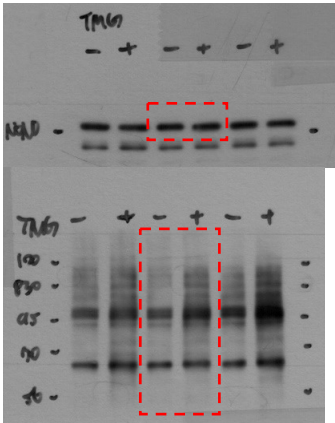

H

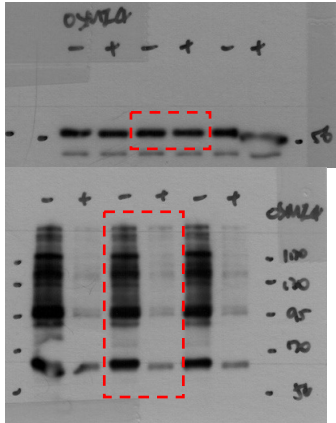

Fig. S3

A

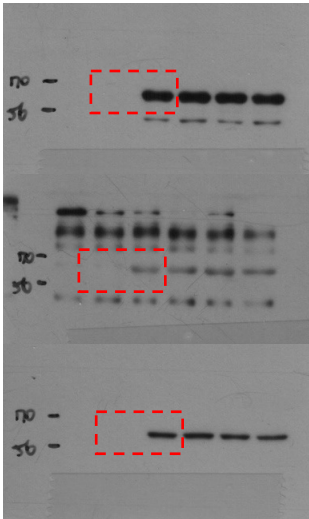

A

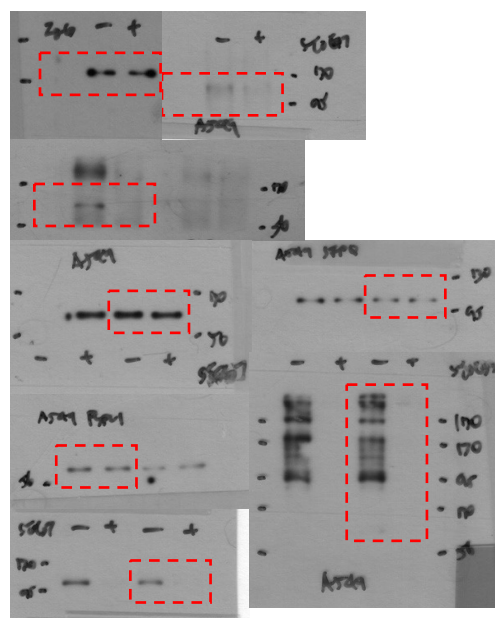

Fig. S5

B

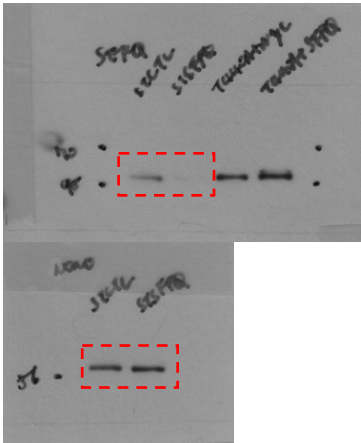

H

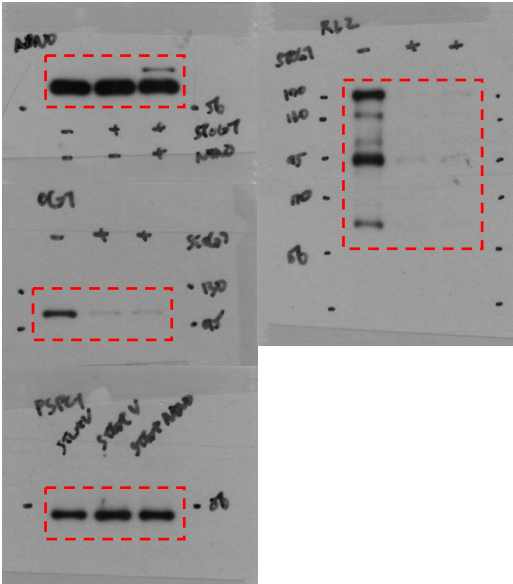

E

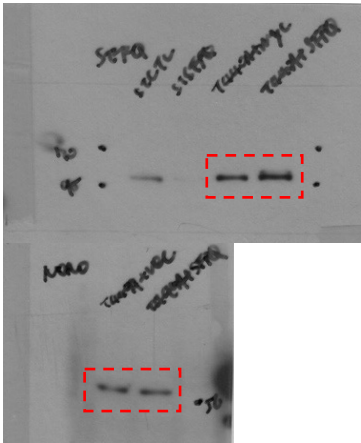

Fig. S6

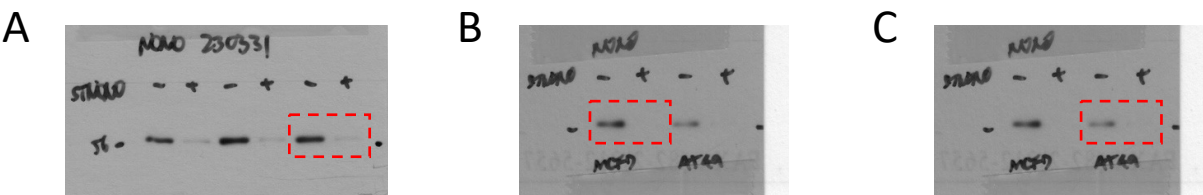

Fig. S7

A

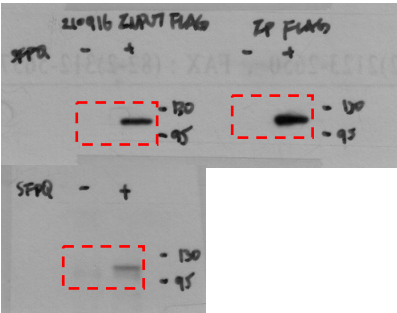

B

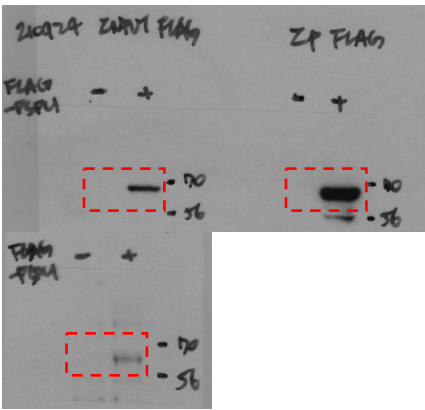

**Supplement:** Supplementary file 9 — Original Blots

How the deposited data were processed for this re-analysis (not part of the article)

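RNA-seq of HCT116 cells was available for 3 siControl and 3 siNONO libraries, labelled as Sets 1 to 3. The authors trimmed reads with sickle, aligned them with STAR to GENCODE version 34 on GRCh37 and ran RSEM, and they deposited for each library the estimated count, the TPM, the length and the effective length of 62492 genes. The deposited estimated counts are not normalized, and the deposited TPM values are scaled by RSEM for gene length and library size. The qPCR, imaging, immunoprecipitation and proliferation experiments were not analysed here.

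From the deposited counts, rounded to whole numbers, differential expression was computed with edgeR (version 4.0.16, in the quasi-likelihood form of edgeR 3, since the paper used version 3.32.1), TMM scaling, filterByExpr and the Set as a block, with Benjamini-Hochberg adjustment over 17000 genes. The standard error was taken from the log2 fold change and its F. Both GO lists came from Dataset S2, of which the first 831 of 3158 rows were held, and their gene columns gave all the 125 and 49 matched genes. Dataset S3 was held for the first 1998 of 16970 rows, from the lowest log2 fold change, and no overlap or set test was run on it. Enrichment scores came from gseapy (version 1.3.1) with 1000 permutations and weight 1, and set p-values from limma's camera (version 3.58.1) and fry. S-phase and G2/M lists of 43 and 54 genes were those of Seurat. GC content, 3' UTRs and the siRNA target came from GENCODE version 44 mapped to GRCh37, a later annotation than the authors' on the same build. GC content was had for 16753 of the genes tested, or 98.5%.

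The total count per library ran from 21765393 to 32659002, and the biological coefficient of variation was 3.51%. Replicates of a group differed by more than sampling noise in every pair, so none was counted as a repeat of another. On simulated counts for siNONO against siControl with 200 changed genes among 16749, the test recovered 97.5% of the changed genes, with 9 false calls. The simulated changes were of 1 or 2 on the log2 scale, in either direction. In the data 7924 genes were called, and 489 of them changed by at least 1. The simulation therefore says little about recovery or false calls among the smaller changes. The Set numbers come from the labels. They pair the libraries, since the correlation of deviations was above 0.1 in every Set, at 0.428, 0.257 and 0.509. Libraries of different Sets ran from -0.444 to 0.159. Both pairings across Sets 1 and 2 were above 0.1 as well, so these values do not clearly part those 2 Sets. The negative pairings of Set 3 follow in part from taking deviations from group means, so they are not counted as evidence that it is apart. Replicate pairs with Set 3 did differ more, with a chi-squared per degree of freedom from 5.14 to 9.78. For Sets 1 and 2 it was 3.00 in siControl and 2.80 in siNONO.

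Genes chosen by rule were NONO, SFPQ, PSPC1, NEAT1, OGT and OGA, and the genes of Fig. 4C, Fig. 4D, Fig. 4E and Supplementary Table 1. The rule also took the 5 highest and 5 lowest genes by log2 fold change. Those had an adjusted p of at most 0.05, an average log2 CPM of at least 1 and the same direction in all 3 Sets. Outside this rule, the text names type I and type III interferon genes and further members of the GO lists, such as IRAK1, IFNAR1 and KIF11. The values of 1 gene of Fig. 4C are not reported here. Alternatives were DESeq2's size factors, library size alone, no block, other filters on low counts, the edgeR 4 form of the test, DESeq2 (version 1.42.0), limma on log2(TPM + 1), offsets on gene length and on GC content, each library left out in turn, other rankings and set tests, and other choices of seed site. A further 9 fits, with robust dispersions, unrounded counts or other codings of the batch, were added after the data were seen and compared with Dataset S3.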

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

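The lists of S-phase and G2/M genes, and the G2/M genes outside GO_1902850 as a list of their own, were fixed before the data were examined. So were the corrections for gene length and GC content, as alternatives. Their use as tests of an explanation for these lists, the interferon genes and the tests of their transcripts were chosen only after the results were seen.

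Cell-cycle genes that the paper does not discuss were lower in siNONO. The 35 G2/M genes outside GO_1902850 had a median log2 fold change of -0.65, and 33 of them were lower at an adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The S-phase list had a median of -0.47, with 39 of 43 genes lower by the same test. Camera with an estimated correlation gave p = 0.0122 for the G2/M genes outside GO_1902850 and p = 0.0636 for the S-phase list, so the S-phase call rests on the preset correlation and on fry (p = 0.00298). A correction for gene length left the medians at -0.63 and -0.47, and a correction for GC content at -0.62 and -0.43, which argues against either trend as the whole cause. The groups differ in their siRNA. In these libraries, the loss of NONO and an effect of the siNONO duplex itself cannot be told apart. By a proliferation assay in HCT116 cells, the paper reports that siNONO slowed growth (Fig. S6A). Whether slower growth, whatever its source, accounts for these falls stays open, since growth was not measured in these libraries.

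Transcripts of type III interferons, which the article's text does not discuss, appeared in siNONO. IFNL1, IFNL2 and IFNL3 together had 1, 0 and 0 counts in siControl and 77, 77 and 100 in siNONO, 254 in all. The ratio to siControl was 245, with a 95% counting interval from 43.6 to 9715, which covers counting error only. IFNL2 and IFNL3 have fractional counts in one siNONO library, where RSEM divided reads between genes, so the sum is safer than the split among them. The lowest siNONO library had 77 counts against at most 1 in siControl, which argues against a single library as the source. IFNE, a type I gene with reads in siControl, had 105 counts in siControl and 181 in siNONO, a ratio of 1.66 with a counting interval from 1.30 to 2.14, and each siNONO library lay above each siControl library. The 16 type I genes other than IFNE, a split made after the values were seen, had 8 counts in siControl and 25 in siNONO together. Their ratio was 3.01, with a counting interval from 1.32 to 7.73. IFNB1 had 0, 3 and 4 counts in siNONO and 0 in siControl. Whether the loss of NONO or the siNONO duplex itself raised these transcripts cannot be told apart, since 1 siNONO duplex was used.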

How the results depend on the processing

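The fits with robust dispersions, unrounded counts or other batch codings were chosen only after the data were seen. All the others were set before the data were examined.

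NONO, both enrichment scores, the counts of list members called in the direction the paper states, the cell-cycle medians, the trend with gene length and the seed-site differences kept their direction and their side of the threshold under every alternative run, except that camera with an estimated correlation gave p = 0.0636 for the S-phase list. NONO's log2 fold change ran from -2.42 to -2.22. The enrichment score of GO_1902850 ran from -2.76 to -1.84 and that of GO_0071357 from 2.28 to 3.46. Spearman's rho of log2 fold change against gene length, across genes, was -0.0772.

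The number of changed genes was 7924. DESeq2 with the replicate block called 5227 genes, 2612 higher and 2615 lower, and limma on log2(TPM + 1) called 5257, of which 1643, or 31.3%, were higher, against 49.7% in the edgeR test. The cause was not tested. At the limit of 2 on the log2 scale, 85 genes were called, 67 higher and 18 lower. This became 48 (44 higher, 4 lower) with DESeq2, 28 (26 higher, 2 lower) with limma on log2(TPM + 1), whose added 1 understates the change of low genes, 185 (127 higher, 58 lower) without a filter and 41 (39 higher, 2 lower) with at least 10 counts in every library, which test more and fewer genes of low count. Of the 85 genes, 43 had an average log2 CPM under 1, so few reads limit this count. Across the 6 fits that each left out one library, 131 to 153 genes passed this limit, 82 to 108 higher and 40 to 49 lower, all above the count with every library. These 6 fits filtered genes anew and tested 17329 to 17428 genes, more than the 17000 of the main fit. All 6 numbers of changed genes lay between 6497 and 7653.

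Without the replicate block, 6164 genes were called, the enrichment scores were -2.60 and 2.98, and 84 members of GO_1902850 were lower in place of 92. The block changed no call of a named gene or list.

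Among single genes, OGA was reversed on log2(TPM + 1), at -0.12 (adjusted p = 0.0449 from limma with Benjamini-Hochberg adjustment, with adjusted p-values from 0.0449 to 0.837 over its alternatives). OGT and MX1 were no longer called there. The median of all genes was -0.07 on that scale. The cause was not tested. RSAD2 received no adjusted p from DESeq2.

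Against the rows held of Dataset S3, the median absolute difference in log2 fold change was 0.00013. It was 0.0040 without the block and ran from 0.0019 to 0.0031 with 1 Set set apart as the batch. In fold change, the block on the Set thus came nearest to the authors' values among these codings. The fit with robust dispersions gave the same fold changes and a median difference in log10 p of 0.0213, against 0.325 without them. Of the 9 fits chosen after the data were seen, the ones with robust dispersions and unrounded counts came near it, at 0.0485, and those with 1 Set set apart as the batch ran from 0.236 to 0.668. The number of changed genes in these 9 fits ran from 5796 to 8075.

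The real grouping gave 7924 changed genes, and each of the other 9 splits of the 6 libraries gave 0, with 60 to 303 genes at an unadjusted p under 0.05 against 8932 for the real grouping. In the other splits both siRNAs fall in each group, so their difference adds to the spread. Of the 4 splits that part all 3 Sets, 1 gave as many genes, the real one. A share among 4 splits says nothing for or against chance, whatever the data show. The targeted gene, NONO, fell in all 3 Sets.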

Differences from the paper's values

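The normalized enrichment score of GO_1902850 was -2.58 against the paper's -2.26, and its enrichment score was -0.637 against the paper's -0.593. None of the 18 alternatives set before the data were examined came within the replicate spread of the paper's normalized score. They lay on both sides of it, nearer 0 without a filter on low counts (-1.84) and with ranking by the log2 ratio of mean TPM (-1.98), and further from 0 in the other 16. Of these, 2 fits that each left out one library, with enrichment scores of -0.613 and -0.615, came within the replicate spread of the paper's enrichment score. For GO_0071357, the normalized enrichment score was 2.98 against the paper's 2.66 and the enrichment score 0.903 against the paper's 0.841. Ranking by the log2 ratio of mean TPM, an alternative set before the data were examined, gave 2.70 and 0.834 for GO_0071357, within the replicate spread of the paper's values, and the other 17 alternatives did not. None of the 9 fits chosen after the data were seen closed these gaps. The paper's scores cover 125 matched members of GO_1902850 and 49 of GO_0071357, where the main ranking held 124 and 46. Only the ranking without a filter and that by mean TPM held all of them, so the other scores compare unlike sets of genes.

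The adjusted p of ISG15 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 10.0 on the -log10 scale, against the paper's value of about 2.2 in Fig. 4C, read by eye. None of the 16 alternatives set before the data were examined came within 1.5 times of it, with values from 3.74 upward. The fit with robust dispersions gave 2.21, and 4 other fits with robust dispersions came within 1.5 times of the paper's value, the nearest at 2.19. The sixth fit with robust dispersions, with Set 2 set apart as the batch, gave 4.38, and none of the 3 added fits without them came near. All 9 were chosen after seeing the values, in a search against the paper's table.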

Other observations

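The tests of NEAT1 and PRRC2C, and that of the siRNA duplex, were chosen only after the results were seen. The seed-site test was set before the data were examined, but what it would show in all genes was written down after seed matches in the lowest genes had been looked at.

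Paraspeckle components moved apart from NONO. NEAT1 was higher in siNONO, with a log2 fold change of 1.12 (standard error 0.0390, adjusted p = 3.77e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and higher values in all 3 Sets. With a correction for gene length it was 1.14, which argues against a length trend. The counts are per gene, so they do not separate NEAT1_2, which the paper describes as the paraspeckle scaffold, from other NEAT1 transcripts. By qPCR, the paper found no change in total NEAT1_2 between NONO WT and T440A cells (Fig. 3H), which is a different comparison. PSPC1 rose by 0.65 (adjusted p = 2.61e-08 by edgeR's test). SFPQ rose by 0.22 and OGT by 0.19, with adjusted p-values of 4.76e-05 and 0.000368 from edgeR's test, and OGA did not change detectably (0.03, adjusted p = 0.449 from edgeR's test). No biological explanation was tested beyond the knockdown itself.

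The fall of the mitotic list may be part of a wider fall of proliferation genes. The G2/M genes outside GO_1902850 had a median log2 fold change of -0.65, below that of GO_1902850 itself, and the 104 members of GO_1902850 in neither cell-cycle list had -0.26. This comparison was set, and its prediction written, before these values were seen. It does not separate a direct effect on mitotic genes from slower growth, which the paper reports for HCT116 cells given siNONO (Fig. S6A). By qPCR, the paper reports the mitotic genes it tested as higher in knockout cells given NONO WT than in knockout controls (Fig. 4D). That comparison did not use the siRNA and was not analysed here. The cells given NONO WT also grew faster (Fig. 5A), so it leaves growth open too. Corrections for gene length and GC content left the list at -0.31 and -0.30, and its members without a seed match of either siRNA strand had a median of -0.29, which argues against these as the whole cause.

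The rise of the interferon list was present in each Set, with a lowest median of 1.01, and it stayed at 1.07 with a correction for gene length and 1.04 with one for GC content. In these libraries, a response to the siNONO duplex cannot be told apart from an effect of the loss of NONO. Only 1 siNONO duplex was used. By qPCR, the paper reports the interferon genes it tested as lower in knockout cells given NONO WT than in knockout controls (Fig. 4E). That comparison did not use the siRNA and was not analysed here.

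Genes whose 3' UTR matches the seed of the siNONO antisense strand, positions 2 to 8, were slightly lower than other genes. The difference in median log2 fold change was -0.06 over 1507 genes with the site AAAGCTC, and a difference as low came from few of the 419 shuffled seeds that exist for this composition (one-sided permutation p = 0.0238, 0.0476 after Benjamini-Hochberg adjustment over both strands). With a 6-base seed p was 0.0167, and in genes with an average log2 CPM of at least 3 it was 0.00714. These values are consistent with a weak seed effect of the antisense strand, though the adjusted p is near its limit. For the sense strand the difference was -0.04 (one-sided permutation p = 0.0676, 0.0676 adjusted), which neither shows nor excludes an effect.

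PRRC2C was among the lowest genes, falling from 524 ± 12.1 to 152 ± 7.58 CPM (SD, n = 3 per group), with 28.9% left, in all 3 Sets. Dataset S3 lists it, and the article's text does not discuss it. Its 3' UTR of 1664 bases held 0 seed matches of either strand, which argues against a 3' UTR seed match as the cause. Matches elsewhere in the transcript were not tested.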
